# Extensive translational regulation during seed germination revealed by polysomal profiling

**DOI:** 10.1111/nph.14355

**Published:** 2016-12-09

**Authors:** Bing Bai, Alessia Peviani, Sjors van der Horst, Magdalena Gamm, ‎Berend Snel, Leónie Bentsink, Johannes Hanson

**Keywords:** Arabidopsis, germination, imbibition, polysomal profiling, ribosome, RNA structure, seedling establishment, translatomics

## Abstract

- This work investigates the extent of translational regulation during seed germination.
- The polysome occupancy of each gene is determined by genome‐wide profiling of total mRNA and polysome‐associated mRNA. This reveals extensive translational regulation during *Arabidopsis thaliana* seed germination.
- The polysome occupancy of thousands of individual mRNAs changes to a large extent during the germination process. Intriguingly, these changes are restricted to two temporal phases (shifts) during germination, seed hydration and germination. Sequence features, such as upstream open reading frame number, transcript length, mRNA stability, secondary structures, and the presence and location of specific motifs correlated with this translational regulation. These features differed significantly between the two shifts, indicating that independent mechanisms regulate translation during seed germination.
- This study reveals substantial translational dynamics during seed germination and identifies development‐dependent sequence features and *cis* elements that correlate with the translation control, uncovering a novel and important layer of gene regulation during seed germination.

## Introduction

Seed germination represents the start of a new plant life cycle. In seed plants, it involves the switch from a quiescent (dry seed) state to a metabolically active embryo which breaks through the encapsulating structures (endosperm and testa) to establish a young seedling. These early stages are critical for plant establishment and crop production. Arabidopsis seed germination is characterized by two visible events. First, the testa (seed coat) ruptures exposing the underlying endosperm layer, and second the endosperm ruptures which occurs when the root tip protrudes through the endosperm thereby completing germination *sensu stricto*.

In Arabidopsis, seed germination is triphasic starting with fast water uptake (imbibition, phase I). Genes encoding ribosomal proteins (r‐proteins) are not transcribed at this developmental stage (Jimenez‐Lopez *et al*., 2011). The first phase ends with a plateau phase (phase II) featuring the activation of a series of metabolic processes facilitating energy production and reserve mobilization. During this process, ribosomal protein gene expression and ribosomal activity increase dramatically, facilitating the *de novo* synthesis of proteins important for seed germination (Fu *et al*., 2005; Dekkers *et al*., 2013; Galland *et al*., 2014). The last phase (III) is characterized by testa and endosperm rupture (germination) followed by radicle extension associated with post‐germination events controlling seed to seedling transition. In the end, germinated seeds are equipped with the machineries and substrates necessary for autotrophic growth (Bewley, 1997). Intensive studies have elucidated the molecular changes during early seed imbibition and seed to seedling transition, including transcriptome (Yu *et al*., 2014), proteome (Gallardo *et al*., 2001) and metabolome (Fait *et al*., 2006) analyses. However, the steady state mRNA pool may not reflect the protein output due to lack of the linearity between transcription and translation (Gibon *et al*., 2006; Baerenfaller *et al*., 2008; Fernie & Stitt, 2012). Polysomal profiling using sucrose gradient‐based fractionation allows the separation of mRNAs based on their association with polysomes and thus the identification of mRNAs actively involved in translation. With high‐throughput mRNA profiling techniques such as microarray analysis and RNA sequencing, thousands of translated mRNAs can be quantified (Mustroph *et al*., 2009b; Layat *et al*., 2014; Lin *et al*., 2014; Vragovic *et al*., 2015). Generating datasets of both the total mRNA and the polysomal bound mRNA allows calculation of the ratio between the abundance of an individual mRNA in the total mRNA fraction and the abundance in the polysomal mRNA fraction. Changes in this ratio between time points or between different treatments indicate changes in the polysome occupancy, showing that a certain mRNA is under translational regulation. Polysome occupancy is partly synonymous with the term polysome loading and is used as a proxy of translational efficiency in the literature. This system has been successfully applied to investigate translational control in, for example, *Saccharomyces cerevisiae* (Arava *et al*., 2003; Halbeisen & Gerber, 2009; Ingolia *et al*., 2009), *Aspergillus fumigatus* (Krishnan *et al*., 2014), a mammalian cell line (de Klerk *et al*., 2015) and *Arabidopsis thaliana* (Jiao & Meyerowitz, 2010; Liu *et al*., 2012, 2013; Juntawong *et al*., 2014; Basbouss‐Serhal *et al*., 2015).

To investigate the degree and dynamics of translational regulation as well as to identify gene sets under translational regulation during germination, total mRNA and polysomal mRNA changes were investigated using microarray analysis of five consecutive stages during Arabidopsis seed germination. Thousands of individual mRNAs whose polysome occupancy was affected were identified. Intriguingly, changes in polysome occupancy were not uniformly present throughout the germination process but were restricted to two temporal phases, one encompassing seed hydration and one seed germination. Using bioinformatic analysis, we were able to correlate the translational regulation to mRNA structure and the presence of sequence motifs present in these mRNAs. Thus, next to the strong transcriptional regulation observed previously during Arabidopsis seed germination, this study identified large sets of genes that are regulated on the translational level, revealing an additional layer of gene expression regulation and its dynamics during germination.

## Materials and Methods

### Plant material and growth conditions

Seeds of the *Arabidopsis thaliana* (L.) Heynh accession Columbia‐0 (Col‐0) were used for all assays described (NASC N60000). The timing of testa and endosperm rupture and seedling greening of fully after‐ripened seeds was determined as described previously (Joosen *et al*., 2010). In brief, two layers of blue blotter paper (Anchor Paper Co., St Paul, MN, USA) were equilibrated with 48 ml of demineralized water in plastic trays (15 × 21 cm). For germination assays, *c*. 50–150 seeds were spread on wetted papers in the germination trays using a mask to ensure accurate spacing. Germination trays were stacked and wrapped in a closed transparent plastic bag to ensure equal illumination from the sides to each plate. The experiment was carried out in a 22°C incubator under continuous light (143 μmol m^−2^ s^−1^). Germination parameters were manually counted.

For ribosome analyses, dry seeds were imbibed as mentioned earlier using three independent biological replicates. Seeds and seedlings were harvested at each physiological state during the seed to seedling transition, frozen in liquid nitrogen followed by freeze‐drying. The dry material was stored at −80°C until further analysed.

### Isolation polysomal mRNA

Polysomal RNA was isolated according to Subramanian (1978) and Mustroph *et al*. (2009a) with some modification. In detail, 400 mg (DW) of freeze‐dried tissue was extracted with 8 ml of polysome extraction buffer (PEB: 400 mM Tris pH 9.0, 0.25 M sucrose, 200 mM KCl, 35 mM MgCl_2_, 5 mM EGTA, 1 mM phenylmethane sulfonyl fluoride, 5 mM dithiothreitol (DTT), 50 μg ml^−1^ cycloheximide, 50 μg ml^−1^ chloramphenicol). The extracts were loaded on top of a sucrose cushion (1.75 M sucrose in PEB) and centrifuged (18 h, 90 000 ***g***) using a Beckman Ti70 rotor for 18 h at 4°C (Beckman Coulter, Brea, CA, USA). The resulting pellet was resuspended in wash buffer (200 mM Tris pH 9.0, 200 mM KCl, 0.025 M EGTA, 35 mM MgCl_2_, 5 mM DTT, 50 μg ml^−1^ cycloheximide, 50 μg ml^−1^ chloramphenicol). Optical density at 260 nm (OD_260_) was measured for the samples which were loaded on a 20–60% linear sucrose gradient, and centrifuged at 190 000 ***g*** for 1.5 h at 4°C using a Beckman SW55 rotor (Beckman Coulter) either according to equal DW or equal OD_260_ values. After ultracentrifugation, the gradients were fractionated into 20 fractions using a Teledyne Isco Density Gradient Fractionation System (Teledyne Isco, Lincoln, NE, USA) with online spectrophotometric detection (at 254 nm). The fractions corresponding to polysomes (mRNAs with two or more ribosomes) were pooled for further analysis. This was performed using at least three independent biological repeats.

The ribosome abundance is reflected by the total area under the curve and was calculated after subtracting the baseline obtained by measuring a blank gradient and normalizing to total area under the curve to account for possible uneven amount of plant material in the samples. Polysomal loading of samples was calculated by comparing the area corresponding to two or more ribosomes (polysomes) after background subtraction and normalization with the total area under the curve.

### Isolation and analysis of RNA species

The relative ratio of ribosomal types was calculated by determining the relative amounts of the small subunits of cytosolic, plastidic and mitochondrial rRNAs by quantitative real‐time PCR (qRT‐PCR) normalized to the geometric mean of the spike‐in standards assuming no presence of naked rRNA species (Piques *et al*., 2009). Aliquots of 300 μl total extract and 800 μl pooled polysome fraction were spiked with a mix of the four eukaryotic poly(A) RNAs including *lys*,* phe*,* thr* and *dap* (Affymetrix, Santa Clara, CA, USA; Ambion, P/N900433), with relative final concentrations of 1 : 100 000, 1 : 50 000, 1 : 25 000 and 1 : 6667, respectively, and purified with TriPure Isolation Reagent (Roche, Basel, Switzerland), followed by clean‐up using RNeasy Mini spin columns (Qiagen, Hilden, Germany) and dissolved in RNase‐free H_2_O. cDNA was synthesized using the iScript™ cDNA synthesis kit (Bio‐Rad, Hercules, CA, USA) according to the manufacturer's protocol. After DNase1 treatment (Thermo Scientific, Waltham, MA, USA), qRT‐PCR was performed using Power SYBR Green (Applied Biosystems, Waltham MA, USA) in a 5 μl reaction using the standard program of the ViiA™ 7 instrument (Applied Biosystems). Data were analysed using ViiA™ 7 Software v.1.1 (Applied BioSystems). Primer amplification efficiency was calculated using linregPCR (Ruijter *et al*., 2009). The quantification of the poly(A) RNA control spikes were used to normalize qRT‐PCR data. All primers used are provided in the Supporting Information, Table S1(a).

### Data analysis

Affymetrix Arabidopsis Gene 1.1 ST Arrays (Affymetrix) were hybridized using the GeneChip^®^ 3′ IVT Express kit (cat. no. 901229; Affymetrix, Santa Clara,CA, USA) according to instructions from the manufacturer. Hybridization data were analysed and gene‐specific signal intensities were computed using the R statistical programming environment (http://www.R-project.com), the BioConductor package affy (Gautier *et al*., 2004) and the Brainarray cdf file v.17.1.0 (http://brainarray.mbni.med.umich.edu/). DNA microarray data are available in the Gene Expression Omnibus (GEO) repository (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE65780. The limma and affy packages were used for RMA normalization (Irizarry *et al*., 2003). Probe set intensity signals that never exceeded the noise threshold (log_2_Exprs ≤ 4 in all samples) were removed. A linear model and empirical Bayes methods were applied for assessing differential expression (Smyth, 2004) and genes are only considered as differentially expressed when log_2_ fold change (FC) > 1 and *P* < 0.05 adjusted by the false discovery rate (FDR) according to the method of Benjamini & Hochberg (1995). Correlation between RMA normalized biological replicates averaged 0.98 (Pearson's correlation) and ranged between 0.96 and 0.99 (Fig. S1f). Relative RNA levels were validated with qRT‐PCR experiments with four spikes as internal standard for the normalization (Vandesompele *et al*., 2002). DNA sequences and efficiencies of primer pairs used for qRT‐PCR experiments and comparison of relative mRNA levels determined in GeneChip and qRT‐PCR experiments are given in Table S1(a). 

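The array levels of the 16 genes listed in Table S1a were taken from the RMA values on the log2 scale that the authors deposited, with 3 replicates for each RNA fraction and time point. The change in polysome occupancy, which is the change in polysomal mRNA minus the change in total mRNA, was tested with limma and Benjamini-Hochberg adjustment over the genes that passed the noise filter. Of the 16 genes, 14 passed the filter, and all 14 changed significantly in the direction listed in the table. The paper defined its shifts on these same arrays, so this match is not an independent test of the listed directions. No qRT-PCR level was compared with the arrays here. The 7 genes listed as HTS up rose by 1.64 to 1.90 on the log2 scale between dry seeds and 6 HAI, with a highest adjusted p of 0.00643 from limma. For AT1G10200, AT5G66750 and AT1G12080 the mean levels of both fractions were below the noise level of 4 at both time points, so that the size of their change is set in part by the background and the listed direction is not well tested by them. For AT1G44900 and AT2G01910 only the mean of polysomal mRNA at 6 HAI was above 4, so the sizes of their changes also depend in part on the background. The polysome occupancy of the 3 genes listed as HTS down changed by −2.24 to −1.63. For AT3G49601 this came from an increase of 1.96 in total mRNA against 0.33 in polysomal mRNA, whereas for AT5G16890 total mRNA rose by 1.01 and polysomal mRNA fell by 1.23. Between 26 and 48 HAI, AT3G58460 and AT1G20930, listed as GTS up, rose by 1.69 and 2.36, and AT5G36900 and AT3G29140, listed as GTS down, changed by −2.29 and −2.41. Only total mRNA at 48 HAI was above 4 for AT5G36900, and only polysomal mRNA at 48 HAI for AT1G20930. Means below 4 also occurred in both fractions of dry seeds for AT2G32180 and AT4G30810. For AT5G16890 they occurred in total mRNA of dry seeds and polysomal mRNA at 6 HAI, and for AT3G29140 in polysomal mRNA at 48 HAI. The sizes of all these changes are therefore set in part by the background. AT3G14550 and AT3G46720, also listed as GTS up, stayed below the noise filter. Their polysomal mRNA rose from 1.85 ± 0.10 to 4.09 ± 0.30 and from 1.78 ± 0.45 to 3.72 ± 0.38 (SD, n = 3), and without the filter their polysome occupancy rose by 1.85 (adjusted p = 0.0375 from limma) and by 2.23 (adjusted p = 0.000656 from limma). The paper's table lists AT5G04830 and AT3G29140 as the genes for which the qRT-PCR did not show the shift. On the arrays their polysome occupancy changed by 1.67 (standard error 0.25) and by −2.41 (standard error 0.56). When limma's test against a 2-fold change (treat) was used in place of the test against no change, none of the 14 genes passed the threshold.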

Principal component analysis (PCA) was performed using TM4 (Saeed *et al*., 2003). Polysome occupancy for each mRNA was calculated by comparison of normalized levels from the polysomal and total RNA. The same criterion for a significant change was used for polysome occupancy as for changes in total and polysomal levels.

### Analysis of identified mRNA sequences

gene trail (http://genetrail.bioinf.uni-sb.de/) and revigo (http://revigo.irb.hr/) were used for over‐representation analysis using default parameters to characterize the dominant transcriptional and translational processes related to seed germination. Geneset enrichment analysis was performed via agriGO (http://bioinfo.cau.edu.cn/agriGO/; TAIR10) using a Fisher test followed by the Hochberg method at a significance level of 0.05. The generated GO lists related to biological processes with a *P*‐value for FDR were put into Revigo with a dispensability cut‐off of 0.05 to remove GO term redundancy.

### Sequence feature analysis

Genes with significantly increased and decreased polysome occupancy at each translational shift were compared with the microarray background that represents total gene sets on the microarray for several sequence features using custom scripts. The distributions of sequence lengths and GC content were evaluated separately for coding DNA sequence (CDS), 5′ untranslated region (5′UTR), 3′UTR and full transcript. CDSs were also analysed for GC levels in third positions of codons (GC3), after removing sequences missing the start codon and/or containing premature stop codons; CDSs shorter than 100 codons were further removed for the codon bias analysis, measured using the effective number of codons (*N*_c_) index (Sun *et al*., 2013). The same analyses were performed separately for the CDSs of protein‐coding genes having both or no annotated UTR (UTRs called present when having length > 1 nucleotide). Given the nonnormality of the distributions of values, a Wilcoxon signed‐rank test was adopted for all statistical comparisons (median as the test statistic).

### RNA structural analysis

Experimentally determined structure scores per nucleotide, as provided by Li *et al*. (2012), were used to calculate average structure scores of the genes with significantly increased and decreased ribosomal association at each developmental switch. Relative scaling was achieved by averaging the structure scores per region (5′UTR, CDS and 3′UTR) in 100 bins. Standard errors were determined and Student's *t*‐tests were performed using the python scipy module (http://www.scipy.org/).

### Motif analysis

DNA motif analyses were performed using the MEME suite (Bailey *et al*., 2009), for full transcript, 5′UTR, CDS and 3′UTR sequences, extracted from the TAIR10 database (http://www.arabidopsis.org/). The minimum and maximum motif width was set to 6 and 10, respectively. If a gene had multiple isoforms, only the TAIR10 representative splice form was used. Background dinucleotide frequencies were provided separately for each sequence region of the transcript. To test the specificity of the resulting motifs, FIMO (Bailey *et al*., 2009) was used to scan all genes represented on the microarray for motif hits in the corresponding sequence type. Motifs with a *P*‐value ≤ 0.001 were considered significant hits. Obtained motif counts were used to compute the enrichment *P*‐value for the gene lists vs the background by means of a one‐tailed Fisher's exact test, performed with a custom script and the R software package (http://www.r-project.org/). For each motif, the positions on the transcripts, as provided by the FIMO output, were used to calculate the relative number of motifs per (relative) position along the mRNA. Relative scaling was performed in a similar fashion as for the structure scores.

## Results

### Translational activation precedes ribosome biogenesis during Arabidopsis seed germination

Monitoring the seed to seedling transition of fully after‐ripened Arabidopsis seeds was performed by scoring the percentage of testa rupture (TR), radicle protrusion (RP) and seedling greening (SG) over time. TR started *c*. 26 h after the start of imbibition (HAI). RP was first observed 35 HAI, and at 48 HAI 80% of the seeds showed radicle protrusion. By 72 HAI, 80% of the seedlings had reached the SG stage and at 82 HAI all the seedlings had turned green (Fig. 1a). The time points (0, 6, 26, 48 and 72 HAI) that mark different physiological stages (dry seeds, early imbibition, and initiation of TR, 80% RP and 80% SG, respectively) were selected for polysome profiling based on both equal DW (Fig. 1b) and equal RNA level in the samples (Fig. 1c). Ribosome profiles changed dramatically during the seed to seedling transition. In dry seeds, ribosomes were mainly present in the monosome form (Fig. 1b,c). Following imbibition ribosome profiles changed. This was first visible by an increase in the polysome peak from dry to 6 HAI (Fig. 1b) concurrent with a decrease of the monosome peak, followed by an increased total area that represents the increase in ribosome abundance (Fig. 1b–d). These newly synthesized ribosomes mostly represent organellar ribosomes, especially plastid ribosomes after 48 HAI, as shown by the relative quantity of ribosomal RNA specific to each organelle (Fig. 1e).

**Figure 1:**
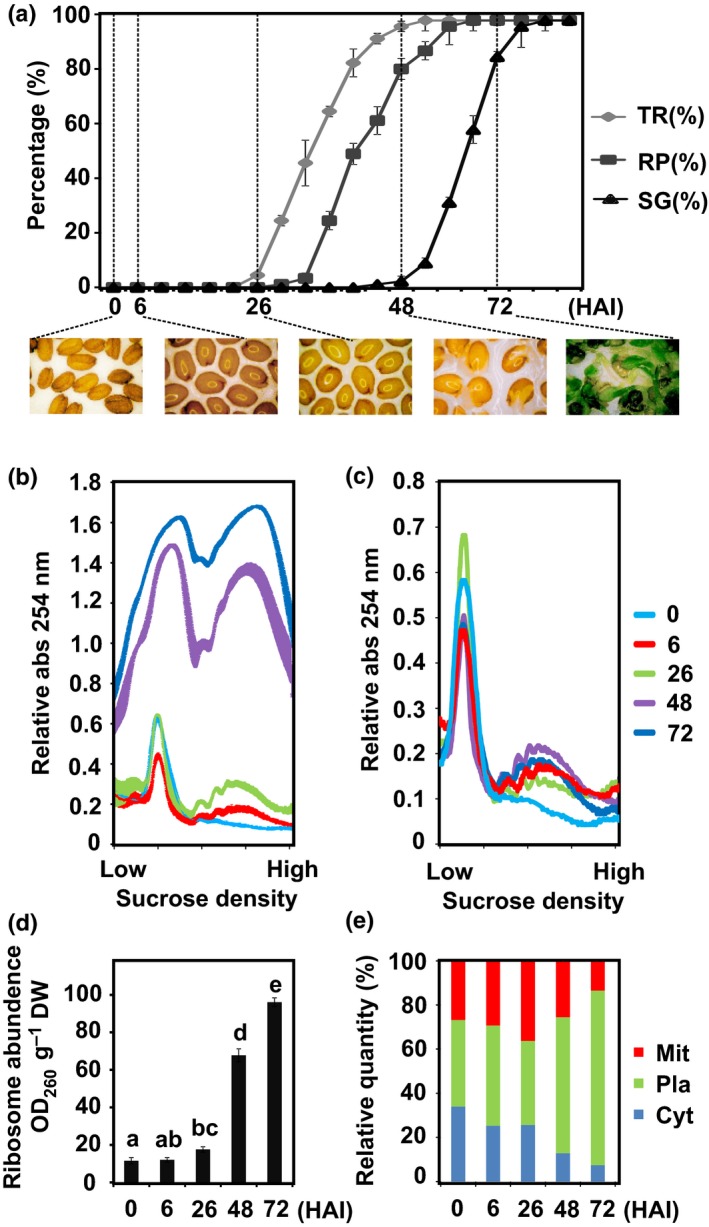
Polysome profiling during seed germination. (a) Frequency of testa rupture (TR), radicle protrusion (RP) and seedling greening (SG) during the Arabidopsis Col‐0 seed to seedling transition. Time points during seed germination include dry seeds, 6, 26 (TR initiation), 48 (80% RP) and 72 h after the start of imbibition (HAI) (80% GS). Data are presented as mean ± SD of three independent replicates. (b) Absorbance profiles of sucrose density gradient fractionated ribosomes for the five time points during the seed to seedling transition. Data are presented as mean ± SD of three independent replicates. SD is indicated by the width of the line. Gradient loading according to equal dry weight. (c) Representative absorbance profiles of sucrose density gradient fractionated ribosomes for the five time points during the seed to seedling transition; gradient loading according to identical RNA loading. (d) Ribosome abundance for the five time points during the seed to seedling transition. Data are presented as mean ± SD of three independent replicates and the letters above each bar indicate the significance (*P* < 0.05). (e) Relative abundance of different ribosomes (Cyt, cytosolic; Pla, plastidic; Mit, mitochondrial).

### Transcriptional changes are reflected in polysomal mRNA levels during seed germination

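Expression was measured on 30 Affymetrix Gene ST arrays of Arabidopsis Col-0 seeds and seedlings, with 3 biological replicates of total mRNA and 3 of polysomal mRNA for dry seeds and for seeds at 6, 26, 48 and 72 HAI. Polysomal mRNA is the RNA recovered from the sucrose gradient fractions with polysomes, and total mRNA was purified from the same kind of extract before fractionation. The authors computed one signal per gene by RMA, which corrects the background, makes the distribution of probe signals equal between arrays and summarises the probes of a gene, and they deposited these values on the log2 scale for 27827 genes. No noise filter had been applied to the deposited values, and no pair of arrays held identical values. The number of arrays limits the precision of each value, and an array value cannot be turned into a number of mRNA molecules. Because RMA makes the arrays equal in total signal, a change that affected all mRNAs alike, such as an overall increase in polysome loading, is removed, and polysome occupancy is relative to that of the other mRNAs. For the values given here, a gene was tested if its level was above 4 in all 3 replicates of at least one of the 10 groups. A linear model with a mean for each of the 10 groups was fitted with limma to all 30 arrays, so that the groups share one estimate of the spread per gene. Polysome occupancy was the mean level in polysomal mRNA minus that in total mRNA, and its change between time points was tested as an interaction of RNA fraction and time. A change was called significant at a log2 fold change above 1 in size and a Benjamini-Hochberg adjusted p below 0.05. The methods name the 3′ IVT Express kit for the hybridization, while the labels of the deposited arrays name whole-transcript labelling kits, and which of them was used was not settled here.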

Total mRNA (T) and polysomal mRNA (P) expression levels were analysed to investigate the translational dynamics during the seed to seedling transition using the high‐throughput Gene ST1.1 Array. 

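Each of the 10 groups gave 3 pairs of replicate arrays. Over the 30 pairs, Pearson's r across all 27827 genes was 0.982 on average, with a median of 0.984, a lowest value of 0.965 and a highest value of 0.991. These are correlations across genes, which are not independent replicates, and they are high partly because genes differ widely in level. The lowest group mean was 0.968, in total mRNA of dry seeds, and the highest was 0.988, in polysomal mRNA at 26 HAI. When the genes were restricted to those passing the noise filter, the mean fell to 0.978 and the lowest value to 0.953. The median level over all genes ranged from 3.53 to 4.15 between arrays. It averaged 3.61 in total mRNA of dry seeds and at 6 HAI, 3.92 at 26 HAI, 4.09 at 48 HAI and 4.14 at 72 HAI. In polysomal mRNA it rose from 3.58 in dry seeds to 4.02 at 72 HAI.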

No obvious RNA degradation was observed in any of the samples and the sample preparation was robust based on the same signal distribution after normalization and the high similarity between sample replicates (*r *>* *0.96 and *r *=* *0.98 on average, Fig. S1). The 19 781 genes with intensities that passed the noise filter (log_2_Exprs > 4) based on the intensity distribution (Fig. S1a,b) in all three independent biological replicate samples for at least one time point during seed germination were subjected to further analysis (Table S1b). 

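In the deposited table, 17061 of 27827 genes had a level above 4 in all 3 replicates of at least one of the 10 groups of RNA fraction and time point. The wording of the methods, by which a gene is removed if its level never exceeds 4, left 19085 genes with a level above 4 in at least one array. A stricter level of 5 in all 3 replicates of a group left 14328 genes. The share of genes above 4 increased from 44.7% in total mRNA of dry seeds to 51.9% at 72 HAI, and from 46.2% to 50.2% in polysomal mRNA.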

The change in mRNA abundance between each stage was determined by comparing RNA levels to the preceding stage (Fig. S2a) as well as to the dry state (Fig. S2b) during seed germination. mRNA levels changed similarly in the total RNA and polysomal RNA (Figs S2, S3). 

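Between dry seeds and 6 HAI, 2871 genes were significantly upregulated and 1695 downregulated in total mRNA, and 2885 and 2584 in polysomal mRNA. Between 6 and 26 HAI the numbers were 2644 up and 1734 down in total mRNA and 2514 up and 1667 down in polysomal mRNA. Between 26 and 48 HAI they were 2608 up and 2548 down in total mRNA and 2393 up and 2499 down in polysomal mRNA. The last interval, from 48 to 72 HAI, had the fewest changes, with 1132 up and 917 down in total mRNA and 1113 up and 1253 down in polysomal mRNA. Compared with dry seeds, 8248 genes in total mRNA and 8675 in polysomal mRNA had changed at 26 HAI, 10065 and 10185 at 48 HAI, and 10248 and 10444 at 72 HAI. Counting all time points, 13290 of the 17061 genes differed from dry seeds in total mRNA at one time point or more, and 13580 did in polysomal mRNA. The balance of up- and downregulated genes depended on how the arrays were scaled. Setting the medians of the arrays equal, which shifted the change of every gene in total mRNA between 6 and 26 HAI by −0.31, gave 1860 genes up and 3139 down in that comparison, while a further quantile normalization gave 2380 up and 1820 down. These medians are over all 27827 genes and lie near the noise level, between 3.53 and 4.15. Over the 17061 genes tested, the median change in that comparison was −0.02 before the shift.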

Similar GO functions were over‐represented for both RNA preparations (Fig. S4). The changes at the transcriptional level are in agreement (≥ 50% overlap, FC = 2, FDR = 0.05) with recent data describing transcriptional changes during the seed to seedling transition (Silva *et al*., 2016; Table S1c). The upregulated genes were over‐representing processes involved in protein localization, oxygen and reactive oxygen species metabolic process, ribosome biogenesis, translation, stress responses, cell wall organization, photosynthesis, and lipid transport and localization (Fig. S4b). By contrast, chitin response, abscisic acid response, defence, secondary metabolism, seed development, RNA processing and ribosome biogenesis (both cytosolic and organellar) were over‐represented in the downregulated gene set (Fig. S4c). 

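Genes encoding ribosomal proteins were selected by the words ribosomal protein in the symbol or synonyms listed for them in the RefSeq gene table, leaving out kinases, methyltransferases, acetyltransferases, other modifying enzymes, ligases and pseudogenes. This gave 67 genes, of which 66 passed the noise filter, and cytosolic and plastid ribosomal proteins were not separated. Genes listed under other words are not included. Their mean level in total mRNA was 7.03 ± 0.08 (SD over arrays, n = 3) in dry seeds, 8.19 ± 0.01 at 6 HAI, 9.26 ± 0.04 at 26 HAI, 9.05 ± 0.11 at 48 HAI and 8.67 ± 0.07 at 72 HAI. Between dry seeds and 6 HAI, 39 of the 66 genes were significantly upregulated in total mRNA and none was downregulated, with a median log2 fold change of 1.13. Between 6 and 26 HAI, 38 were upregulated and none was downregulated. The latter number was 20 with the array medians set equal. No gene of the list was upregulated in the later intervals, where 6 were downregulated between 26 and 48 HAI and 7 between 48 and 72 HAI. The levels in polysomal mRNA followed those in total mRNA, from 6.96 in dry seeds to 9.37 at 26 HAI and 8.80 at 72 HAI. Only 2 of the 66 genes changed in polysome occupancy, both upward between dry seeds and 6 HAI. They are AT4G29430 and AT5G54600, named after their values were seen.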

The genes encoding ribosomal protein genes were strikingly differentially expressed during the seed to seedling transition (Fig. S5). Generally, a strong correlation between transcription and translation across seed germination was observed (Figs 2, S3).

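Across the 17061 genes, the log2 fold changes in total and polysomal mRNA were correlated with a Pearson's r of 0.833 between dry seeds and 6 HAI, 0.948 between 6 and 26 HAI, 0.883 between 26 and 48 HAI and 0.839 between 48 and 72 HAI. Genes are not independent replicates, so no p-value is attached to these correlations. Between dry seeds and 6 HAI, 1945 genes were upregulated in both fractions and 1370 were downregulated in both, while 1247 changed significantly only in total mRNA and 2150 only in polysomal mRNA. A gene that passed the threshold in one fraction alone was not thereby shown to differ between the fractions, which is tested by the change in polysome occupancy. Significant changes in opposite directions were rare, with 4 genes between dry seeds and 6 HAI, 5 between 26 and 48 HAI and none in the other intervals. In all of them total mRNA increased and polysomal mRNA decreased. They are AT1G29470, AT1G30400, AT1G65380 and AT5G16890 in the first of these intervals and AT1G78500, AT3G04530, AT3G22100, AT3G29140 and AT5G12020 in the later one, listed because they are few and after their values were seen. Of the alternatives, testing genes without the noise filter lowered r the most, to 0.776 for the first interval and to 0.776 for the last.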

**Figure 2:**
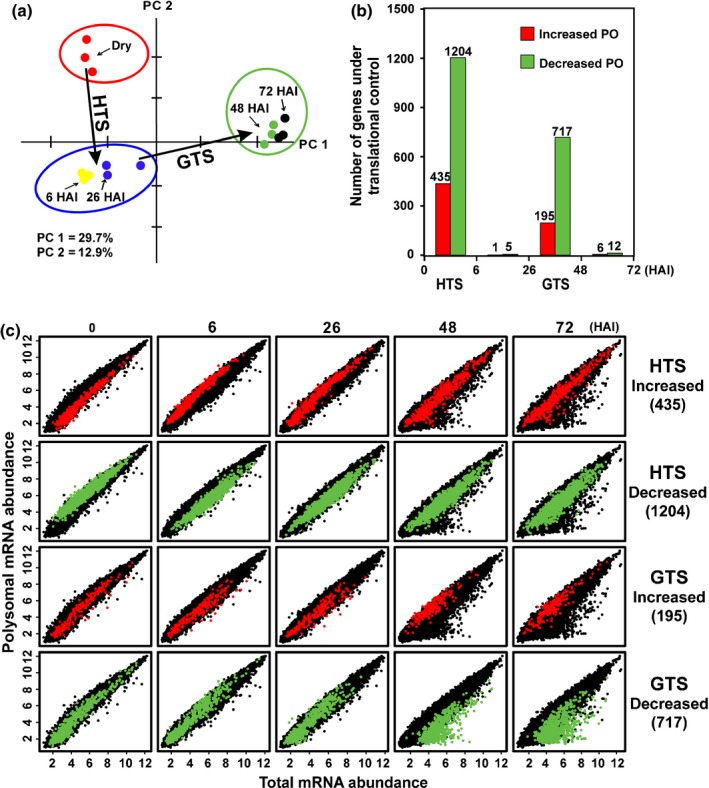
Arabidopsis seed germination is characterized by two translational shifts. (a) Principal component (PC) analysis of polysome occupancy (PO) changes (polysomal mRNA levels/total mRNA levels) during seed germination. The first two components (PC1 and PC2) explain 30 and 13% of the total variation, respectively. (b) The number of mRNAs with changed PO at the two translational shifts, at 6 h after the start of imbibition (HAI) the hydration translational shift (HTS) and 48 HAI, the germination translational shift (GTS). (c) Dynamics of genes underlying the two translational shifts. The levels of total (*x*‐axis) and polysomal (*y*‐axis) mRNAs following seed imbibition (dry seeds, 6, 26, 48 and 72 HAI) are plotted (black). Genes identified with increased (red dots) or decreased (green dots) polysome occupancy are indicated for both the HTS (upper panels) and the GTS (lower panels).

### Polysomal profiling reveals two phases of translational control

To identify genes that are under translational control, we assessed the polysome occupancy of each mRNA species, which is defined as the ratio between the mRNA in the polysome pool and the total mRNA (Bailey‐Serres, 1999; Branco‐Price *et al*., 2005, 2008; Gamm *et al*., 2014). By comparing the polysome occupancy between each stage and the preceding time point, we identified two temporal phases with extensive changes in translational control: between dry seeds and 6 HAI seeds and between 26 and 48 HAI seeds (Fig. 2). 

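Polysome occupancy changed significantly for 1574 genes between dry seeds and 6 HAI, for 4 genes between 6 and 26 HAI, for 750 genes between 26 and 48 HAI and for 35 genes between 48 and 72 HAI. These numbers are 9.23%, 0.0234%, 4.40% and 0.205% of the genes tested. The spread of the log2 fold change of polysome occupancy over genes followed the same order, with an SD of 0.62 from dry seeds to 6 HAI and 0.58 from 26 to 48 HAI against 0.34 and 0.40 in the other intervals. In a principal component analysis of the 15 differences between polysomal and total mRNA, the first component held 34.6% of the variance and the second 17.7%. The first component separated dry seeds (−38.3 ± 2.6, SD, n = 3), 6 HAI (−36.4 ± 2.1) and 26 HAI (−20.1 ± 3.1) from 48 HAI (42.2 ± 5.5) and 72 HAI (52.7 ± 1.0). The second component separated dry seeds (48.7 ± 8.3) from 6 HAI (−30.0 ± 4.3), and the differences between these groups are larger than the spread between replicates. Under limma's treat, which asks whether a change exceeds 2-fold rather than whether it differs from no change, no gene changed between dry seeds and 6 HAI, and 60 genes, all downregulated, changed between 26 and 48 HAI. From the comparison of each stage with the preceding time point, the paper concludes that translational control changes extensively in 2 temporal phases, during hydration of the dry seed and at germination.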

Changes exceeding twofold and associated with a corrected *P*‐value of 0.05 were considered significant. We refer to these phases as the hydration and the germination translational shifts (HTS and GTS). 

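Of the genes whose polysome occupancy changed between dry seeds and 6 HAI, 371 were upregulated and 1203 downregulated. In a simulation of this comparison with 200 of the 17061 genes changed by 2 on the log2 scale, 90.5% of the changed genes were recovered, and 8 unchanged genes were called. Leaving out each of the 12 arrays of this comparison in turn gave between 264 and 432 upregulated genes and between 998 and 1340 downregulated genes. A further quantile normalization of the deposited values lowered the number of downregulated genes to 723, of which 642 were among the 1203, and left 371 upregulated genes, of which 263 were the same.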

In total 1204 genes were downregulated in the HTS (HTS down) and 435 genes were upregulated (HTS up). For the GTS the numbers were 717 (GTS down) and 195 (GTS up). 

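Between 26 and 48 HAI, the polysome occupancy of 563 genes was downregulated and that of 187 upregulated in the deposited arrays. Recovery of simulated changes of the same size in this comparison was 91.5%, with 3 unchanged genes called, and smaller changes were not simulated. Leaving out one array at a time gave between 413 and 590 downregulated genes and between 120 and 203 upregulated genes. The lowest numbers came without replicate 3 of total mRNA at 26 HAI. The number of downregulated genes also depended on the noise filter. It was 773 without the filter, 685 with a level above 4 in at least one array and 362 with a level above 5 in all replicates of a group.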

Minor significant translational changes were identified between 6 and 26 HAI and between 48 and 72 HAI (Fig. 2b). 

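Between 6 and 26 HAI limma called no gene upregulated and 4 downregulated in polysome occupancy, and between 48 and 72 HAI it called 11 upregulated and 24 downregulated. The 4 genes, named because they are few and after their values were seen, are AT2G05790, AT3G48460, AT3G54400 and AT5G51750, with changes from −1.91 (AT3G54400) to −1.41 (AT3G48460). At an unadjusted p below 0.05 with the same limit on the fold change, the numbers were 68 up and 147 down between 6 and 26 HAI and 118 up and 213 down between 48 and 72 HAI. In simulations of these comparisons with changes of 2 on the log2 scale, 91.5% and 94% of the changed genes were recovered. Smaller changes, such as those of the 4 named genes, were not simulated, so how many of them were missed is not known. The counts between 48 and 72 HAI depended on single arrays, with 0 to 20 genes up and 1 to 50 genes down when one array was left out. The extremes were 0 up without replicate 2 of total mRNA at 72 HAI or replicate 3 of total mRNA at 48 HAI, 1 down without the latter, and 20 up and 50 down without replicate 2 of polysomal mRNA at 72 HAI. When the p-values were adjusted over the 4 comparisons together, 22 genes were up and 47 down between 6 and 26 HAI, and 43 up and 101 down between 48 and 72 HAI.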

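Of the 1574 genes with changed polysome occupancy between dry seeds and 6 HAI and the 750 between 26 and 48 HAI, 72 were in both sets, and 2252 were in either. The 2 comparisons use different arrays, but the fit shares one estimate of the spread per gene over all 30 arrays. A gene with a small spread is therefore easier to call in both. Fisher's exact test also treats genes as independent, which they are not, and the p-values below allow for neither limit. Both an upregulation at the first and a downregulation at the second interval were found for 30 genes, against 12.2 expected if the sets were independent among the 17061 genes tested (Fisher's exact test, two-sided, Benjamini-Hochberg adjusted p = 1.92e-05 over the 4 overlaps, raw p = 9.62e-06). The reverse, down and then up, was found for 25 genes against 13.2 expected (Fisher's exact test, adjusted p = 0.00286, raw p = 0.00214). Fewer genes than expected were downregulated in both intervals, with 11 against 39.7 (Fisher's exact test, adjusted p = 2.14e-07, raw p = 5.35e-08). The overlap of the upregulated sets, 6 genes against 4.07 expected, was not different from chance (Fisher's exact test, p = 0.306). A gene near the background in one of the intervals can hardly be called there. The overlaps were therefore also counted among the 12471 genes with a level above 4 in all replicates of a group of each interval, a choice made after the results were seen. The shared genes were then 21 against 4.74 expected for up and then down, 23 against 9.74 for down and then up, 11 against 22.03 for down in both and 0 against 2.09 for up in both (Fisher's exact test, adjusted p = 4.48e-08, 0.000232, 0.0126 and 0.277).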

The genes identified in two translational shifts during seed germination were largely non‐redundant (Fig. S6a). There was a large overlap with genes subjected to translational control under hypoxia stress (Fig. S6b,c,h), but no significant overlap with genes under translational regulation in the sucrose feeding and starvation experiments or seed dormancy (Fig. S6e–g).

### Dynamics of genes under translational control

To visualize the transcriptional and translational dynamics of genes under translational control, the four different gene sets were highlighted in correlation plots of the different time points either by transcript abundance or by fold change (Figs 2c, S3). This showed that the translationally upregulated genes in HTS were relatively lowly expressed and similarly weakly associated to the polysomes in dry seeds. At 6 HAI these genes were associated with polysomes at higher levels than expected based on their expression, followed by similar levels in both pools during the later imbibition phases. 

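In dry seeds, the median level of the 371 HTS up genes over the arrays was 4.10 ± 0.06 (SD, n = 3) in total mRNA and 3.57 ± 0.06 in polysomal mRNA, against 5.33 ± 0.10 and 5.59 ± 0.05 for all 17061 genes. At 6 HAI the median of the HTS up genes in polysomal mRNA had risen to 5.19 ± 0.16, while in total mRNA it was 4.35 ± 0.03. At 26 HAI the medians were 5.18 ± 0.11 in total and 5.71 ± 0.07 in polysomal mRNA, and at 72 HAI 5.52 ± 0.09 and 5.73 ± 0.08. The median polysome occupancy of these genes was −0.50 in dry seeds (quartiles −0.75 and −0.28), 0.70 at 6 HAI (0.48 and 0.97), 0.40 at 26 HAI, 0.16 at 48 HAI and 0.14 at 72 HAI. In dry seeds the median level of these genes lies below the noise level of 4 in polysomal mRNA and close to it in total mRNA. For many of them the polysome occupancy in dry seeds, and so the size of the rise, is therefore set in part by the background. The genes were selected for their change between dry seeds and 6 HAI on the same arrays, so the values at these time points are not independent of the selection, while those at 26, 48 and 72 HAI come from other arrays.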

The opposite pattern was shown for the downregulated genes. These genes were generally highly associated with the polysome in dry seeds, and decreased in polysome association at 6 HAI. 

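The median level of the 1203 HTS down genes in dry seeds was 6.08 ± 0.02 (SD, n = 3) in polysomal mRNA and 5.45 ± 0.12 in total mRNA. At 6 HAI polysomal mRNA was at 5.19 ± 0.06 and total mRNA at 5.90 ± 0.10, while the median of all 17061 genes in total mRNA went from 5.33 to 5.58 over the same step. The genes were selected for a fall of polysomal relative to total mRNA on these arrays, so the values at these 2 time points are not independent of the selection. Their median polysome occupancy was 0.61 in dry seeds (quartiles 0.36 and 0.90) and −0.73 at 6 HAI (−0.99 and −0.42). It then returned towards that of all genes, with −0.53 at 26 HAI, −0.23 at 48 HAI and −0.14 at 72 HAI. The medians of all genes lay between 0.05 and 0.10 at all 5 time points.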

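The 187 genes upregulated in polysome occupancy between 26 and 48 HAI had a median polysome occupancy of 0.06 in dry seeds, −0.13 at 6 HAI and −0.26 at 26 HAI. It was 0.96 at 48 HAI (quartiles 0.55 and 1.27) and 0.67 at 72 HAI. Over the same step, from 26 to 48 HAI, their median level rose from 4.15 ± 0.06 (SD, n = 3) to 5.19 ± 0.03 in polysomal mRNA and fell from 4.64 ± 0.10 to 4.22 ± 0.05 in total mRNA. The 563 downregulated genes had a median polysome occupancy of −0.15 in dry seeds, 0.09 at 6 HAI, −0.10 at 26 HAI, −1.77 at 48 HAI (quartiles −2.59 and −1.13) and −1.76 at 72 HAI. Their median level in total mRNA rose from 3.69 ± 0.35 at 26 HAI to 5.08 ± 0.06 at 48 HAI, while in polysomal mRNA it went from 3.57 ± 0.08 to 3.18 ± 0.12. Before 48 HAI these medians lie below the noise level of 4 in both fractions, and in polysomal mRNA they do so at 48 and 72 HAI as well (3.33 at 72 HAI), so that the polysome occupancy of many of these genes is set in part by the background at all time points.

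**Figure D1:**
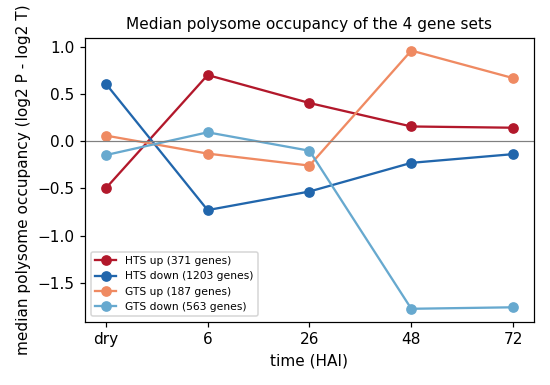
Median polysome occupancy (mean log2 level in polysomal mRNA minus that in total mRNA, y-axis) of the HTS up (371 genes), HTS down (1203), GTS up (187) and GTS down (563) sets in dry seeds and at 6, 26, 48 and 72 HAI (x-axis, time points equally spaced). Each point is a median over the genes of a set, and the GTS down median lies at −0.10 at 26 HAI and −1.77 at 48 HAI.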

The translationally upregulated genes in the GTS up gene set were specifically highly associated with the polysomes at 48 HAI and this continues in the later time point, while the downregulated genes were represented by mRNAs associated with polysomes at levels corresponding to total mRNA levels at early time points but specifically less associated with polysomes at the two later time points. In principle, changes in polysomal occupancy can be caused both by changes in the transcript level and by changed association of the mRNA to ribosomes (or combinations thereof). By comparing these effects separately, different patterns emerge. The group of genes downregulated in the HTS seem primarily affected negatively on the polysomal mRNA level, while most of the genes downregulated in GTS down are characterized by a dramatic upregulation on the total mRNA level (Fig. 3). 

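Each shift gene was assigned by whether its total and its polysomal mRNA changed significantly in the same interval. Of the 1203 HTS down genes, 489 (40.6%) were decreased only in polysomal mRNA (P−), 254 (21.1%) were increased only in total mRNA (T+), and 332 (27.6%) passed the threshold in neither (additive). A further 77 were decreased in both fractions, 47 increased in both, and 4 increased in total mRNA and decreased in polysomal mRNA. Of the 563 GTS down genes, 316 (56.1%) were T+ and 135 (24.0%) were P−, with 56 additive, 36 increased in both, 15 decreased in both and 5 with opposite changes. The HTS up genes comprised 140 with an increase only in polysomal mRNA (P+), 53 with a decrease only in total mRNA (T−), 120 additive, 46 increased in both and 12 decreased in both. The GTS up genes comprised 59 T− genes, 53 additive genes, 32 P+ genes, 35 increased in both and 8 decreased in both. The subgroups depend on 2 thresholds in addition to that on polysome occupancy, and a gene just under one of them falls into another subgroup. Leaving out the arrays of one replicate number in all groups gave 240 to 433 P− genes in HTS down and 138 to 255 T+ genes in GTS down, and T+ remained the most frequent subgroup of GTS down in each case. The HTS down P− genes numbered 240 without replicate 1 and the GTS down T+ genes 138 without replicate 2. Other subgroups moved as well. The additive genes numbered 34 to 79 in HTS up, 131 to 245 in HTS down, 14 to 22 in GTS up and 10 to 17 in GTS down, and the GTS up genes increased in both fractions 7 to 8. HTS up held 70 to 123 P+ and 23 to 50 T− genes, with 17 to 31 increased and 2 to 11 decreased in both. HTS down held 131 to 250 T+ genes, with 16 to 38 increased and 29 to 56 decreased in both. Genes with opposite changes numbered 4 to 11 in HTS down and 2 to 9 in GTS down. GTS up held 20 to 37 T− genes, with 0 to 6 decreased in both. In GTS down, 8 to 21 genes were increased in both and 5 to 14 decreased in both. Without the noise filter there were 233 additive and 110 T− genes in HTS up.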

The different patterns between the downregulated genes in the two shifts indicate different regulatory mechanisms at different stages of seed germination.

**Figure 3:**
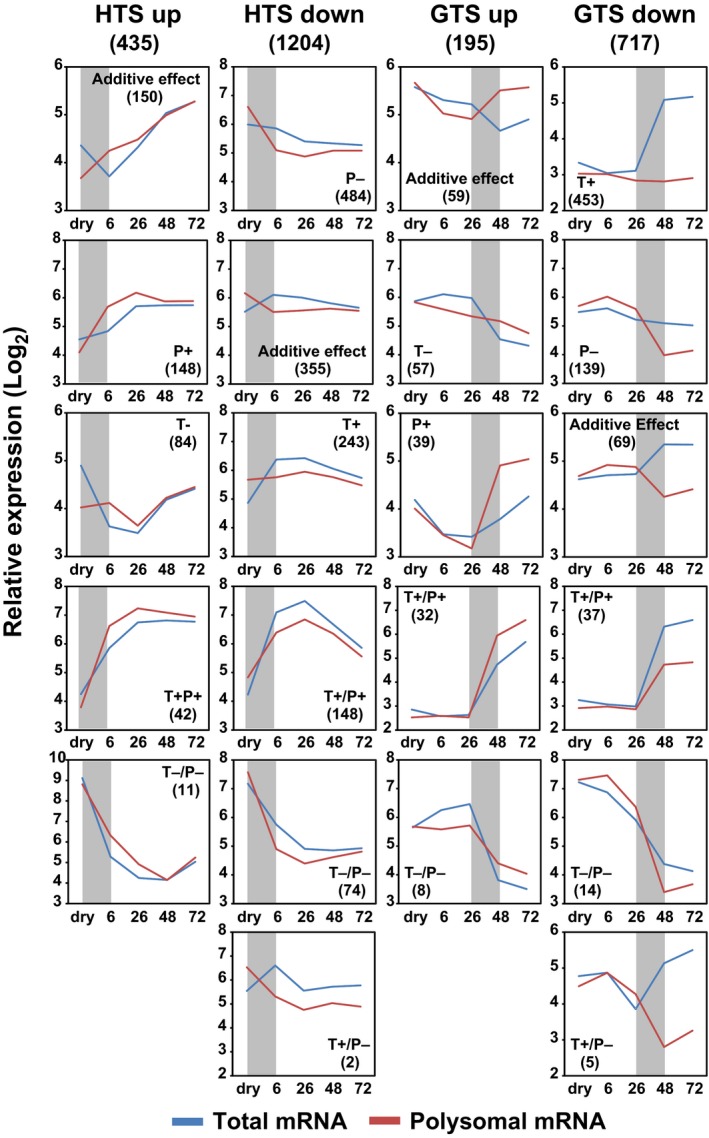
Total RNA and polysomal RNA profile of translational regulated genes during the seed to seedling transition in Arabidopsis. Translational regulated genes are divided into subgroups based on their total RNA and polysomal RNA changes. In total, 22 subgroups under nine categories are identified with their corresponding expression profiles following seed germination and genes numbers under each subgroup in parentheses. T+ represents that the transcription is increased while the translation is unchanged under a specific shift. P+ indicates translation is increased while the total mRNA abundance is unchanged. T+/P+ indicates both transcription and translation are enhanced and an additive effect means that the change of gene expression in either transcription or translation is not significant while the additive effect of the two contributes to the significant change of polysome occupancy. The opposite effect is represented by T−, P− and T−/P− in the corresponding subgroups. HTS, hydration translational shift; GTS, germination translational shift; HAI, hours after the start of imbibition.

Examples of genes upregulated in the HTS are the wounding responsive gene (AT4G10270, log_2_ FC = 2.6, FDR = 0.05), HSP‐20 LIKE chaperon super family protein gene (AT4G21870) and glycine rich protein gene (AT3G29075, log_2_ FC = 2.3, FDR = 0.05; Table S1d). 

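For AT4G10270, polysomal mRNA increased from 3.24 ± 0.22 (SD, n = 3) in dry seeds to 6.39 ± 0.41 at 6 HAI and total mRNA from 4.50 ± 0.32 to 5.15 ± 0.26, a log2 fold change in polysome occupancy of 2.50 (standard error 0.30, adjusted p = 1.95e-05 from limma). For AT4G21870, polysomal mRNA increased from 1.72 ± 0.52 to 4.88 ± 0.64 and total mRNA from 2.51 ± 0.47 to 3.35 ± 0.16, a change of 2.32 (standard error 0.40, adjusted p = 0.000366 from limma). For AT3G29075, polysomal mRNA rose from 2.78 ± 0.05 to 4.55 ± 0.41, while total mRNA went from 3.43 ± 0.58 to 3.00 ± 0.55 and did not change significantly (adjusted p = 0.151 from limma). Its polysome occupancy rose by 2.21 (standard error 0.36, adjusted p = 0.000261 from limma). These 3 genes had the largest increases among the 371 HTS up genes whose replicate differences between polysomal and total mRNA did not overlap between the 2 time points, which held for 349 of them. Polysomal mRNA of all 3 genes in dry seeds, and total mRNA of AT4G21870 and AT3G29075 at both time points, lie below the noise level of 4, so that the size of the changes and their rank depend in part on the background. With one array left out, the changes stayed between 2.34 and 2.73 for AT4G10270, between 2.00 and 2.64 for AT4G21870 and between 1.89 and 2.50 for AT3G29075. None of the 3 passed limma's treat against a 2-fold change.

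**Figure D2:**
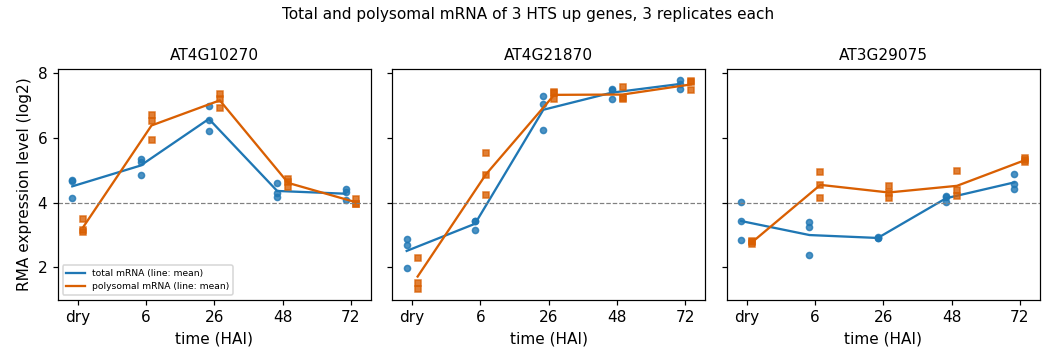
RMA expression level (log2, y-axis) of AT4G10270, AT4G21870 and AT3G29075 in dry seeds and at 6, 26, 48 and 72 HAI (x-axis, time points equally spaced), with total mRNA as circles and polysomal mRNA as squares. Each point is one of 3 replicates, lines join the means, and the dashed line is the noise level of 4. Between dry seeds and 6 HAI the mean of AT4G10270 in polysomal mRNA goes from 3.24 to 6.39.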

The first of these was also reported as highly translationally repressed in response to hypoxia (Branco‐Price *et al*., 2005). By contrast, a dramatic translational reduction was observed for a pyruvate kinase family protein gene (AT3G04050, log_2_ FC = −2.1, FDR = 0.05) while no significant change at total mRNA level was detected. This gene product is important for the conversion of photosynthates into oil in the developing seeds (Andre *et al*., 2007), which is an essential developmental programme during seed maturation. 

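Polysomal mRNA of AT3G04050 decreased from 5.08 ± 0.19 (SD, n = 3) in dry seeds to 2.15 ± 0.14 at 6 HAI. In total mRNA the level was 3.63 ± 0.96 in dry seeds and 2.83 ± 0.22 at 6 HAI, a log2 fold change of −0.80 (adjusted p = 0.0793 from limma) that lies within the spread between the dry seed replicates and below the noise level. The polysome occupancy changed by −2.12 (standard error 0.54, adjusted p = 0.00879 from limma), and by between −2.53 and −1.59 with one array left out. Its polysomal level at 6 HAI is below the noise level, so that the size of the change is set in part by the background. Among the HTS down genes whose replicates did not overlap between the time points, 1172 of 1203, the largest decreases were those of AT1G31900 (−2.65, standard error 0.53, adjusted p = 0.00148 from limma), AT2G20921 (−2.52) and CLV2, AT1G65380 (−2.46). In AT1G31900 total mRNA rose by 2.42 and polysomal mRNA did not change significantly (−0.23, adjusted p = 0.623 from limma). CLV2 rose by 1.06 in total mRNA and fell by 1.40 in polysomal mRNA. None of these 4 genes passed limma's treat against a 2-fold change.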

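Among the 187 GTS up genes, 32 (17.1%) increased in polysomal mRNA without a significant change in total mRNA. The 135 GTS down genes that decreased in polysomal mRNA without a significant change in total mRNA were fewer than those that increased in total mRNA alone. A total mRNA change that is not significant is not shown to be absent, because the fold change limit alone leaves changes of up to 2-fold in either direction uncalled. Setting the array medians equal gave 50 such GTS up genes. With the arrays of one replicate number left out, 9 (without replicate 1) to 19 GTS up genes and 44 (without replicate 1) to 72 GTS down genes were in these groups.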

At the GTS, translation of 39 and 139 transcripts specifically increased or decreased independent of transcription (Fig. 3; Table S1d). Representatives of these genes include *CYCLIN‐DEPENDENT KINASE B2* (AT1G20930, log_2_ FC = 2.4, FDR = 0.05), RmlC‐like cupins superfamily protein gene (AT2G18540, log_2_ FC = −2.9, FDR = 0.05) and *WUSHEL RELATED HOMEOBOX2* (AT5G59340, log_2_ FC = −2.4, FDR = 0.05). Furthermore, genes related to seed development such as embryo development genes, seed storage protein genes, late embryogenesis abundant genes, stress response genes such as heat shock protein genes, hormone related abscisic acid (ABA) and auxin response genes, metabolic genes related to lipid and sucrose metabolism, cell wall related genes, chloroplast related genes and ribosomal protein genes were identified as dominant gene groups that were under intensive translational control (Table S1e,f).

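Polysomal mRNA of AT1G20930, listed as CDKB2;2 in the RefSeq gene table, increased from 2.71 ± 0.64 (SD, n = 3) at 26 HAI to 5.11 ± 0.03 at 48 HAI, while total mRNA stayed at 3.12 ± 0.16 and 3.16 ± 0.36, below the noise level. Its log2 fold change in polysome occupancy was 2.36 (standard error 0.38, adjusted p = 0.000309 from limma). For AT2G18540, polysomal mRNA decreased from 4.93 ± 0.15 to 2.38 ± 0.16 and total mRNA was 5.35 ± 0.37 and 5.72 ± 0.30, a change of −2.93 (standard error 0.45, adjusted p = 0.000142 from limma). For WOX2, AT5G59340, polysomal mRNA decreased from 4.24 ± 0.33 to 2.22 ± 0.24 and total mRNA was 3.52 ± 0.70 and 3.90 ± 0.28, a change of −2.41 (standard error 0.39, adjusted p = 0.00031 from limma). Polysomal mRNA lies below the noise level at 26 HAI for AT1G20930 and at 48 HAI for AT2G18540 and AT5G59340, so that the sizes of these changes are set in part by the background. Total mRNA of the 3 genes did not change significantly, with adjusted p = 0.912, 0.312 and 0.238 from limma. With one array left out, the changes in polysome occupancy stayed between 2.17 and 2.73, between −3.14 and −2.78 and between −2.81 and −2.16. AT1G20930 also had the largest increase among the GTS up genes without overlap of the replicates, followed by AT3G63052 (2.05) and AT1G70185 (1.99), in which total mRNA fell by 1.26 and fell by 1.43. Polysomal mRNA of AT3G63052 at 26 HAI and of AT1G70185 at both time points lies below the noise level, so that these sizes and ranks also depend on the background. The largest decreases were those of AT4G08370 (−5.88), AT2G11778 (−5.49) and AT4G08967 (−4.47), in which total mRNA rose by 4.86, 5.36 and 4.66 from levels below 4 and polysomal mRNA, below 4 at both time points, did not change significantly. The 3 replicates of AT4G08370 in total mRNA at 26 HAI were far apart (3.49 ± 2.38), and its change ranged from −7.26 to −5.15 with one array left out. Under limma's treat against a 2-fold change, AT2G18540, AT4G08370, AT2G11778 and AT4G08967 were still called, and AT1G20930, AT5G59340, AT3G63052 and AT1G70185 were not.

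**Figure D3:**
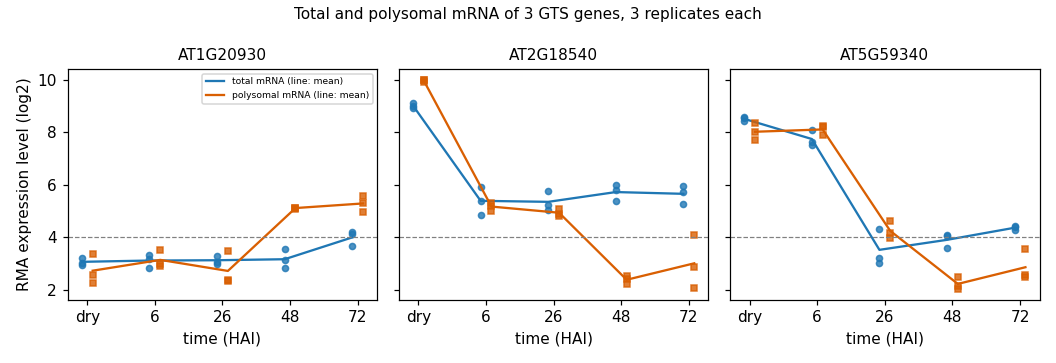
RMA expression level (log2, y-axis) of AT1G20930, AT2G18540 and AT5G59340 in dry seeds and at 6, 26, 48 and 72 HAI (x-axis, time points equally spaced), with total mRNA as circles and polysomal mRNA as squares. Each point is one of 3 replicates, lines join the means, and the dashed line is the noise level of 4. Between 26 and 48 HAI the mean of AT2G18540 in polysomal mRNA goes from 4.93 to 2.38.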

### Transcript features correlate with translational regulation

To investigate whether transcript features correlate with translational regulation, we determined transcript length and GC content of the translationally regulated mRNAs. It is established that short transcripts and transcripts with low GC content are in general more efficiently translated than long transcripts (Qu *et al*., 2011; Valleriani *et al*., 2011; Liu *et al*., 2012). For the HTS we found significantly longer genes in the downregulated set compared with the upregulated and background gene sets (all genes present on the array). However, the GTS showed an opposite pattern (Figs 4a, S7; Table S1g). This indicates that translation at the shifts is regulated by distinct mechanisms. Significantly higher GC contents were identified in the 5′UTR and 3′UTR of the HTS and in the CDS of the GTS downregulated genes, which correlates with suppression of translation (as determined by changed polysome occupancy). Due to redundancy in the genetic code, most amino acids are encoded by several synonymous codons, although it is thought that some codons are translated more efficiently than others. This codon bias is calculated based on the effective number of codons (*N*_c_), the number of codons used in a gene, ranging from 20 (extreme bias) to 61 (all codons used; Hershberg & Petrov, 2008, 2009). Codon degeneracy is nearly completely related to the third‐base position (Crick, 1966) and related to the GC content at this position. Interestingly, polysome occupancy changes during seed hydration correlate negatively with *N*_c_ and positively with GC3 (guanine and cytosine content in the third codon position; synonymous sites) (Figs 4, S7). Highly translated transcripts often use the optimal codons, as observed in several species (Ikemura, 1985; Bulmer, 1987; Akashi, 1994; Duret, 2000; Drummond & Wilke, 2008; Shabalina *et al*., 2013).

**Figure 4:**
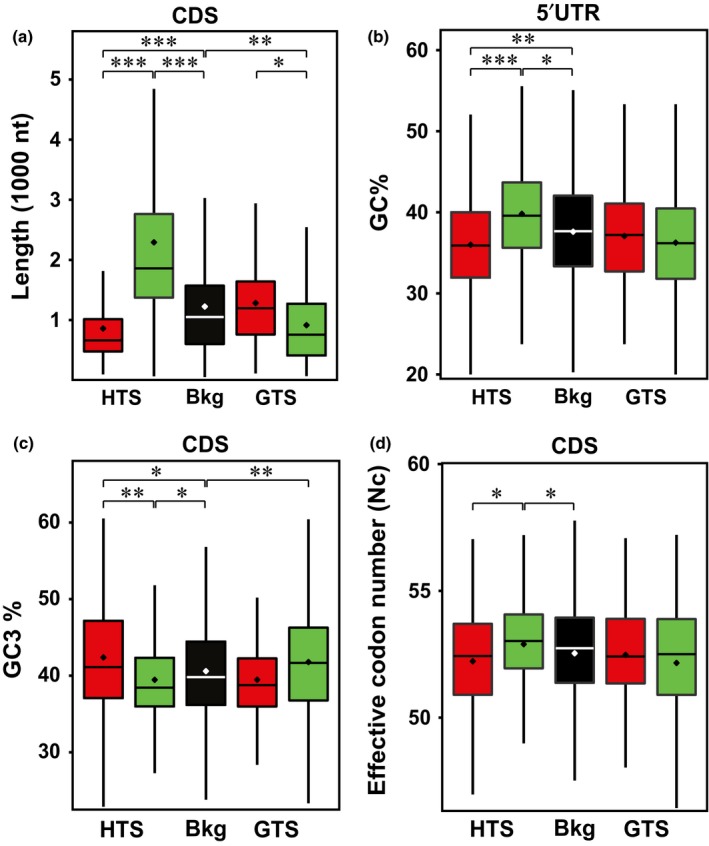
mRNAs of the two shifts during the seed to seedling transition in Arabidopsis are characterized by distinct sequence features. (a) Length of coding DNA sequence (CDS), (b) GC content of 5′UTR, (c) GC3 content and (d) effective codon number (*N*_c_) of the CDS are shown. Colour scheme: black, microarray background (Bkg); red or green, translationally up‐ or downregulated genes at the hydration translational shift (HTS) and germination translational shift (GTS), respectively. Error bars represent SE (*, *P* < E‐10; **, *P* < E‐20; ***, *P* < E‐50). *P*‐values are calculated by a Wilcoxon nonparametric test.

Upstream open reading frames (uORFs) are commonly involved in regulating translation. We tested whether genes with uORFs are over‐represented in the translationally regulated gene list during seed germination by a χ^2^‐test, using the published 2020 uORF containing genes identified in the Arabidopsis genome (Juntawong *et al.,* 2014). At the HTS, 15 out of 435 genes were identified to harbour uORFs in the translationally upregulated genes, significantly lower than the uORF occurrence in the genome (expected = 31.32, *P* < 0.005); by contrast, significantly more genes (110 out of 1204) with uORFs (expected = 75.60, *P* < 0.005) were present in the downregulated genes. For the GTS there was no enrichment for uORFs in the translationally upregulated genes (20/195) while a significantly low occurrence was detected for the downregulated genes (23/717) (expected = 51.32, *P* < 0.005).

We mapped the genes shown to be translationally regulated to the dataset of mRNA decay profiles and associated sequence features of mRNAs of cultured cells (Narsai *et al*., 2007). The genes translationally regulated in the HTS differed significantly in transcript stability. Translationally downregulated genes of the shift were significantly less stable than expected by random and the upregulated genes were more stable as judged from the mRNA stability measurements in Arabidopsis cell culture. There were significantly high numbers of introns especially in the CDS and 3′UTR, while other mRNA characteristics of the genes were not different from expected values (Table S1h).

The role of the mRNA's secondary structure on translational control was tested by mapping the translationally controlled genes to the experimentally derived structural score defined by Li *et al*. (2012). This score is an indicator of transcript complexity, in which high structure scores are equivalent to more double‐stranded (ds) than single‐stranded (ss) RNA at a certain position in a transcript and vice versa for low structure scores. Average structure scores were plotted over the 5′UTR, CDS and 3′UTR for both translational shifts (Fig. 5a,b) and compared with the average score of all genes present on the array (background). In general, mRNAs *in vitro* have been shown to have a steep decrease in structure at the start and stop codon, which is a conserved structural feature for eukaryotes facilitating accessibility of the ribosome for translational initiation (Kozak, 2005; Kertesz *et al*., 2010; Li *et al*., 2012). At the HTS, upregulated mRNAs are less structured in the 5′UTR and CDS than those downregulated, which suggests that mRNAs with lower structure scores are translationally favoured over more structured transcripts at specific stages. The GTS downregulated mRNAs have an overall higher structure score in the CDS, and the opposite trend was found in the 3′UTR. The high structure of the CDS may attenuate the progression of the ribosomes and thereby inhibit translation of these mRNAs at later stages.

**Figure 5:**
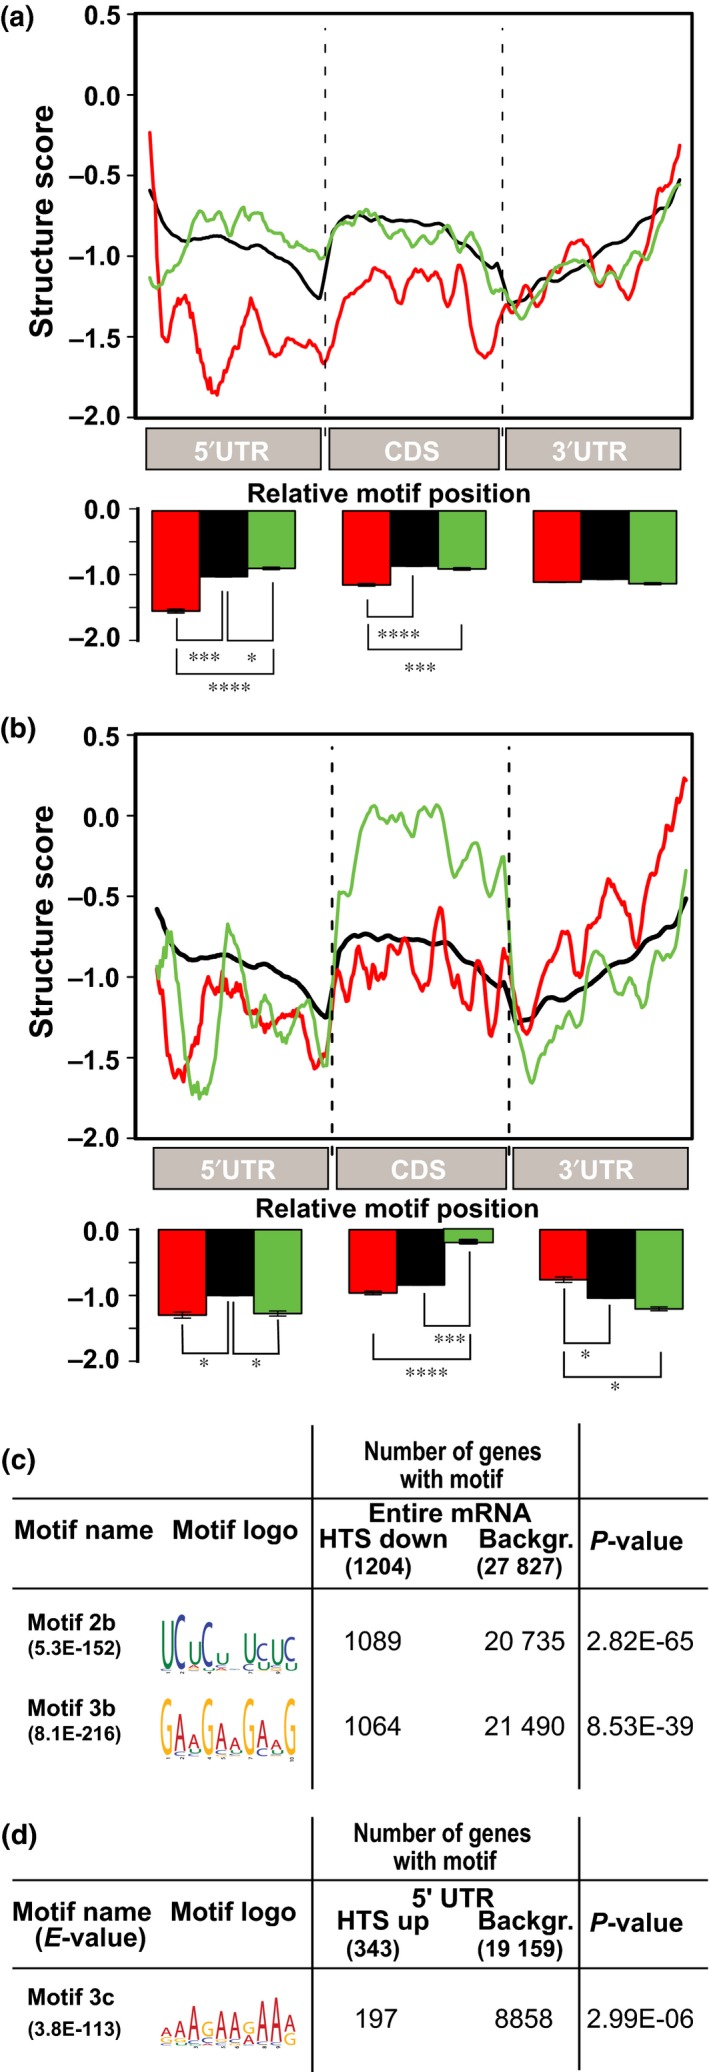
Secondary structures and motif features correlate with polysome association. The average structure score is plotted over the 5′UTR, coding DNA sequence (CDS) and 3′UTR of the (a) hydration translational shift (HTS) and (b) germination translational shift (GTS) affected transcripts. Background: all transcripts on the array (black line), translational up (red line) or translational down (green line). *P*‐values are calculated by a Student's test according to Li *et al*. (2012). The bar plots represent the mean structure scores per transcript region (5′UTR, CDS and 3′UTR, respectively). Error bars represent SE (*, *P* < E‐10; ***, *P* < E‐50; ****, *P* < E‐100 ). Significantly enriched motifs are detected across (c) the whole transcript length (cDNA) and (d) 5′UTR. *P*‐values are calculated by a Fisher's *t*‐test. Note: several sequence motifs overlapping with motif 2b were identified. Only the most significant is depicted.

Motif analysis on four regions (5′UTR, CDS, 3′UTR and the whole transcript) for both shifts revealed three significantly (*P* < E‐5) enriched motifs (Figs 5, S8), all for the HTS. One was present in the 5′UTR of the HTS up transcripts, and two in the entire transcript RNA sequence of the HTS down set.

Motif 3c was significantly enriched in the 5′UTR of translationally enhanced transcripts in the HTS. This adenosine‐enriched tract is mainly localized in the 50 nucleotide region upstream of the start codon which could potentially bind to translation initiation factors and enhance translation initiation (Fig. S8) (Xia *et al*., 2011).

## Discussion

Translation is essential for seed germination and apparently mRNAs stored in the dry seed are translated during germination (Rajjou *et al*., 2004; Narsai *et al*., 2011; Galland *et al*., 2014; Layat *et al*., 2014). However, an accurate temporal evaluation of the extent of translational regulation during seed germination is missing. Here we present a time course study on the translational dynamics, which reveals that translational activation precedes ribosome biogenesis during the seed to seedling transition. Polysome profiling identified thousands of genes differentially transcribed and translated with temporal resolution. Thus, polysome profiling efficiently helps in identifying genes regulated during seed germination. Our data demonstrated a large overlap of differentially regulated genes on both the transcriptional and the translational level, a natural consequence of mRNA‐dependent translation (Figs S2a, S3). However, by analysing polysome occupancy, defined as the ratio of polysome‐associated and total mRNA levels, across the course of germination we found two phases where the polysome occupancy of thousands of mRNAs changes. This extensive translational regulation during seed germination exceeds what has been shown for translational regulation in other studies both in the numbers of affected genes and in the extent of the effect (Nicolai *et al*., 2006; Gamm *et al*., 2014; Lin *et al*., 2014). These two major shifts are here referred to as the HTS and GTS (Fig. 6). The shifts occur in temporal correlation with key stages of the seed to seedling transition and might refer to physiological control points (Fig. 6), and distinct genes are affected in the two shifts (Fig. S5a). Thus, translational control during seed germination is stage specific and possibly represents different development‐dependent regulatory mechanisms as revealed by the different secondary structures and motifs identified in the two shifts. (Fig. S6b–f; Nicolai *et al*., 2006; Branco‐Price *et al*., 2008; Gamm *et al*., 2014; Juntawong *et al*., 2014; Lin *et al*., 2014; Sorenson & Bailey‐Serres, 2014). Overlap is the largest with translationally regulated genes under hypoxia stress (*c*. 25% of the total identified genes under translational control during seed germination). This may be related to low oxygen responses during the seed to seedling transition.

**Figure 6:**
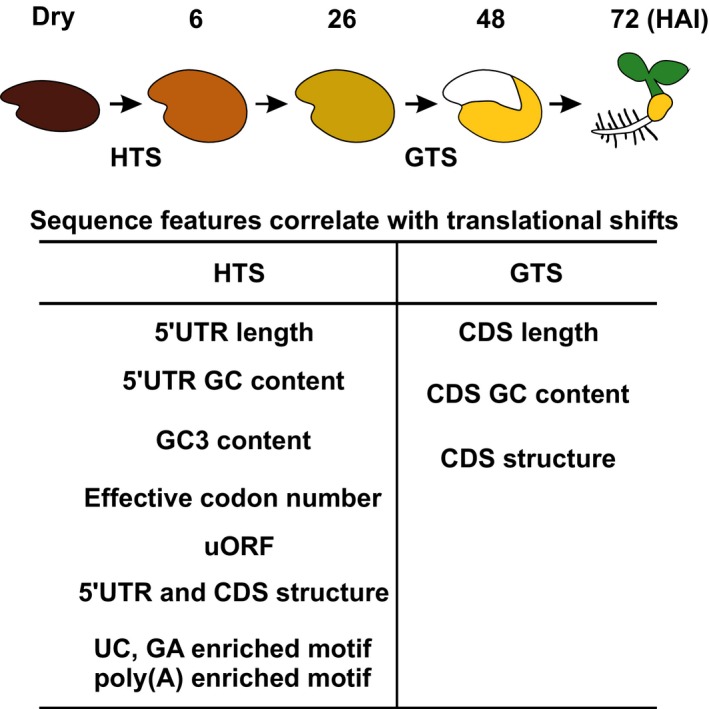
Summary of the sequence features in mRNAs identified as translationally regulated during germination. The upper panel shows a schematic presentation of the transition from a dry seed to a seedling at 72 h after the start of imbibition (HAI). The two phases where large sets of mRNAs are under translational control, the hydration translational shift (HTS) and germination translational shift (GTS), are indicated. The identified features that correlate with these translational shifts are listed. CDS, coding DNA sequence; uORF, upstream open reading frame; UC, pyrimidine; GA, purine.

We have identified sequence features that correlate with translational regulation (Fig. 4). Different features correlate with different translational shifts. For the HTS we found that a reduced number of uORFs, transcript length, GC content and secondary structure correlate with an upregulation of translation. The translationally regulated genes differ in secondary structure, as judged by comparison to the *in vitro* structure of the mRNAs (Fig. 4a,b). The different level of secondary structure of the translationally regulated mRNAs indicates the possibility that structural features are important for this regulation. Since the translationally regulated transcripts identified differ between the two shifts, there should be additional factors that affect the translational regulation. One can envisage a model in which sensitivity to structure at different stages of the seed to seedling transition is mediated by differential activity of RNA helicases, which are dedicated to unpacking the annealed nucleic acid strands such as secondary structures of the RNA complex. Whether helicases play a role in translational regulation of the two shifts remains to be investigated. Other factors that might affect translation are RNA binding proteins specifically interacting with the identified elements in translationally regulated mRNAs. The Arabidopsis genome encodes hundreds of RNA binding proteins and for one class, PUF (proteins that are characterized by the presence of a conserved Pumilio homology domain) proteins, a role in germination has recently been proposed (Xiang *et al*., 2014). The pyrimidine (UC) and purine (GA) enriched motifs identified among the transcripts in the HTS may represent binding sites for polypyrimidine tract‐binding protein, PTB (Singh *et al*., 1995; Perez *et al*., 1997; Oberstrass *et al*., 2005). Motif 3b GAAGAAGAAG is similar to the target sequence (GAAGAAGAAGCUC) of SERINE/ARGININE‐RICH PROTEIN SPLICING FACTOR 40, which acts as an exon enhancer mediated by a complex of nuclear proteins (Yeakley *et al*., 1996). The Arabidopsis SR paralogue SERINE/ARGININE‐RICH SC35‐LIKE SPLICING FACTOR 33 has been identified and plays a role in regulating alternative splicing (Thomas *et al*., 2012). Although not investigated here, splicing might play a role in the HTS as introns are specifically more frequent in HTS mRNAs (Table S1h). Interestingly, the ribosomal protein genes are differentially expressed during the seed to seedling transition (Fig. S5). This may be affecting the composition of the translating ribosomes and thereby the selection of translated mRNAs.

Overall, our data reveal a model of changing translational regulation during seed germination and seedling establishment (Fig. 6). The extensive translational regulation during germination and the changes therein are unlikely to be regulated by a single mechanism. The diversity of sequence features identified favours a multifactorial model. Further research will focus on how these identified features are recognized and thus mediate the translation control. The Arabidopsis genome harbours hundreds of mRNA binding proteins, of which a large majority have no assigned function. The regulators of translation during seed germination are likely to be found in this group of interesting proteins.

## Author contributions

B.B., J.H. and L.B. designed the experiments. B.B. performed the ribosome fractionation and conducted the gene expression microarray experiments. B.B., L.B., J.H., A.P., M.G., S.v.d.H. and B.S. directed the design of analysis approaches. B.B., A.P. and S.v.d.H. conducted the analyses. B.B., L.B. and J.H. drafted the manuscript. All authors participated in revising and editing the manuscript.

## Supporting information

Please note: Wiley Blackwell are not responsible for the content or functionality of any Supporting Information supplied by the authors. Any queries (other than missing material) should be directed to the *New Phytologist* Central Office.

**Fig. S1** Gene 1.1 ST GeneChip quality assessment and reproducibility.
**Fig. S2** Coordinated transcriptional and translational expression changes during the seed to seedling transition.
**Fig. S3** Arabidopsis seed to seedling transition is characterized by two translational shifts.
**Fig. S4** Temporal functional changes of total RNA and polysomal RNA during the seed to seedling transition using over‐representation analysis.
**Fig. S5** Ribosomal protein genes are differentially expressed during the seed to seedling transition.
**Fig. S6** Dataset comparison of the translational shift genes during the seed to seedling transition.
**Fig. S7** Comparison of sequence features between genes regulated at the hydration and germination translational shift and the background.
**Fig. S8** Spatial distribution of enriched motifs in genes translationally regulated during the Arabidopsis seed to seedling transition. Click here for additional data file.

**Table S1a** qRT‐PCR data for gene expression analysis and primers used
**Table S1b** Total gene set with fold change (FC), adjusted P‐value, for total RNA, polysomal RNA and polysomal occupancy changes across seed germination
**Table S1c** Comparison of the transcriptional difference in the current data set and dataset from Silva *et al*. (2016)
**Table S1d** Translational regulated genes during seed germination
**Table S1e** Dominant gene groups among the translational regulated shift genes
**Table S1f** Gene set enrichment analysis for the translational shift genes
**Table S1g** Sequence feature analysis for the translational shifts during seed germination
**Table S1h** Literature derived sequence feature analysis for the translational shifts during seed germination
**Table S1i** Ribosomal protein gene transcriptional profile during seed germination Click here for additional data file.

# Supplementary material for: Extensive translational regulation during seed germination revealed by polysomal profiling
**Source:** New Phytol. 2016 Dec 9;214(1):233–44. doi: 10.1111/nph.14355
**Supplement:** Supplementary file 1 — Fig. S1 Gene 1.1 ST GeneChip quality assessment and reproducibility. Fig. S2 Coordinated transcriptional and translational expression changes during the seed to seedling transition. Fig. S3 Arabidopsis seed to seedling transition is characterized by two translational shifts. Fig. S4 Temporal functional changes of total RNA and polysomal RNA during the seed to seedling transition using over‐representation analysis. Fig. S5 Ribosomal protein genes are differentially expressed during the seed to seedling transition. Fig. S6 Dataset comparison of the translational shift genes during the seed to seedling transition. Fig. S7 Comparison of sequence features between genes regulated at the hydration and germination translational shift and the background. Fig. S8 Spatial distribution of enriched motifs in genes translationally regulated during the Arabidopsis seed to seedling transition.

## **Supporting Information**

### Extensive Translational Regulation During Seed Germination Revealed by Polysomal Profiling

Bing Bai, Alessia Peviani, Sjors van der Horst, Magdalena Gamm, Berend Snel, Leónie  
Bentsink and Johannes Hanson

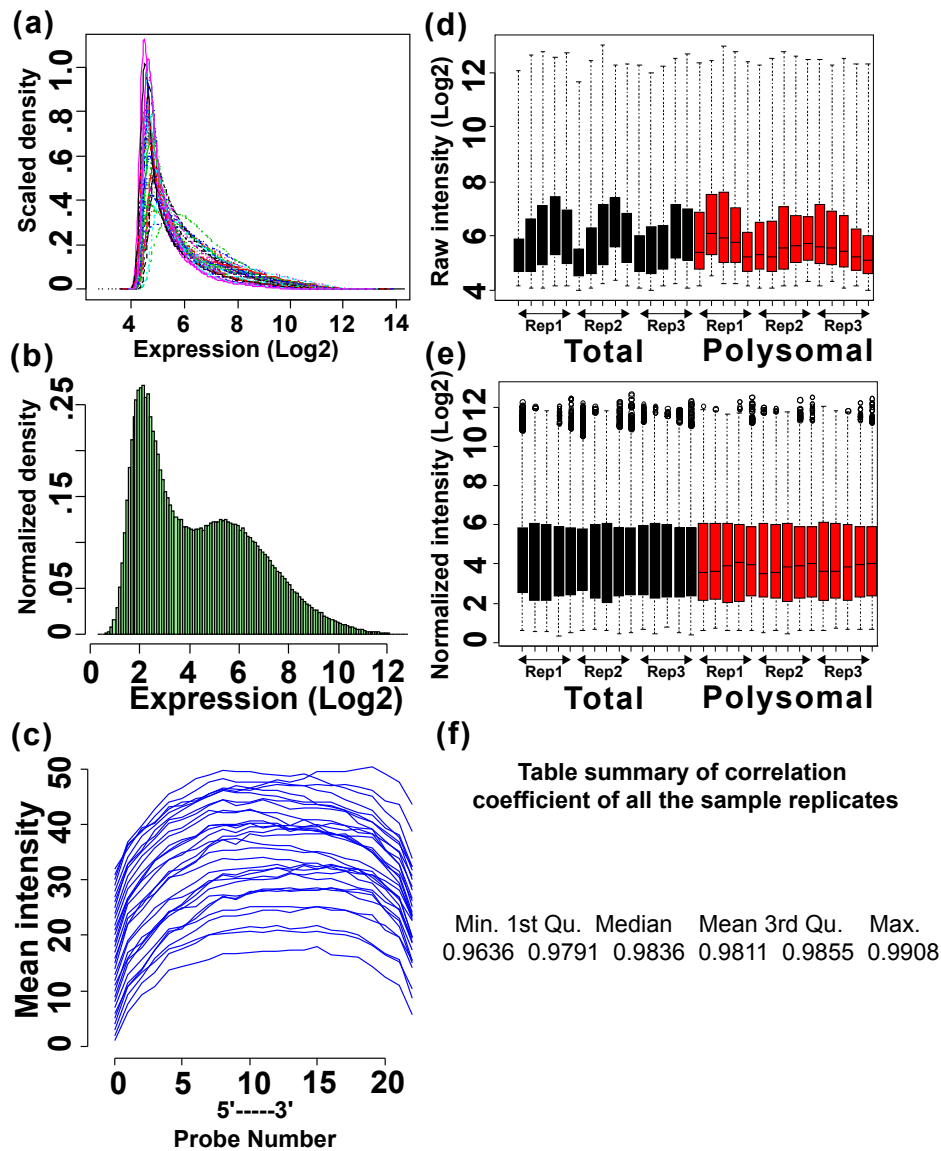

**Fig. S1. Gene 1.1 ST GeneChip quality assessment and reproducibility.**

(a) All 30 Gene 1.1 ST GeneChip arrays showed similar patterns of raw probe intensity. Slide images were manually inspected, with no noticeable spatial artifacts. (b) The histogram of the normalized data shows separated peaks for noise and signal, and the plot indicates a value of 4 (on a log2 scale) as being potentially expressed. (c) RNA degradation plot shows comparable slopes for all arrays. (d, e) Before and after RMA normalization the data distributions become comparable, although lower median values are found for the dry seeds sample both from total and polysomal RNA, which are samples that were isolated from metabolically less active material. (f) A summary (Minimum, 1<sup>st</sup> quartile, median, 3<sup>rd</sup> quartile and maximum value) of the correlation coefficient of all biological replicates and the correlation coefficients between all the biological replicates range from 0.96-0.99 with the average correlation coefficient of 0.98.

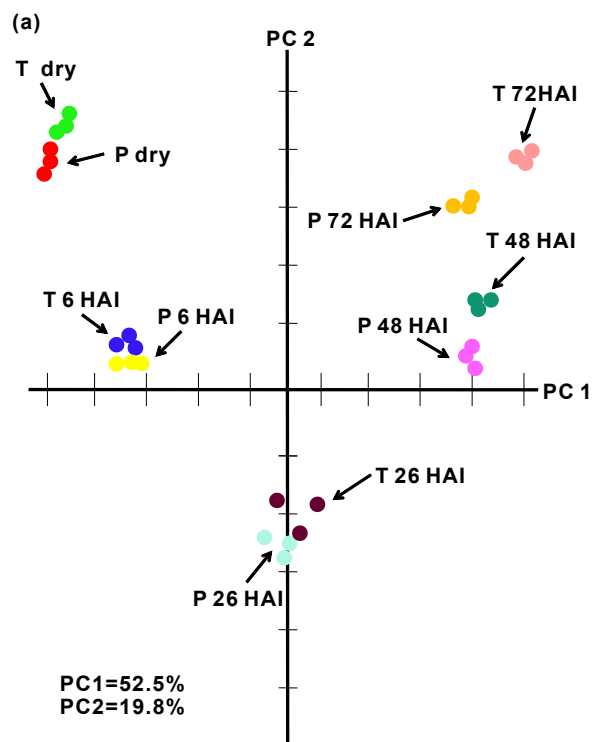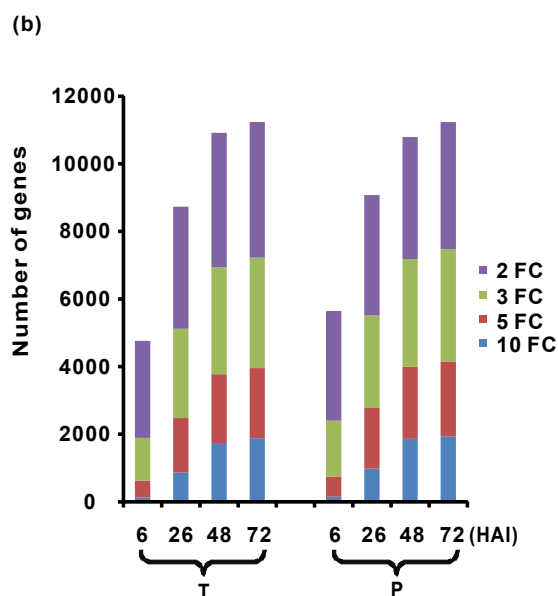

**Fig. S2. Transcriptional and translational expression changes during seed to seedling transition**

(a) PCA of the total RNA and polysomal RNA changes across the dry seed to seedling time course. The three replicates of total (T) and polysomal mRNA (P) are indicated by colour. The variance explained by the first two principal components is shown. (b) Transcriptional and translational differences are represented by the number of differentially expressed genes at four time points during imbibition. The bars show the number of differentially expressed genes compared with dry seeds at a 2-, 3-, 5-, and 10-fold change (FC) cut-off ( $P < 0.05$ , FDR).

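In total mRNA, 4566 genes had changed at least 2-fold at 6 HAI compared with dry seeds, 1885 at least 3-fold, 630 at least 5-fold and 136 at least 10-fold, each with an adjusted p below 0.05 from limma with Benjamini-Hochberg adjustment. At 26 HAI the numbers at the higher limits were 5043, 2489 and 880, at 48 HAI 6731, 3781 and 1744, and at 72 HAI 6927, 3954 and 1880. In polysomal mRNA, 5469 genes had changed at least 2-fold at 6 HAI, 2389 at least 3-fold, 744 at least 5-fold and 157 at least 10-fold. The numbers at the same higher limits were 5434, 2786 and 993 at 26 HAI, 6964, 3999 and 1873 at 48 HAI and 7185, 4135 and 1941 at 72 HAI. In a principal component analysis of all 30 arrays, the first component held 63.3% of the variance and the second 18.0%.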

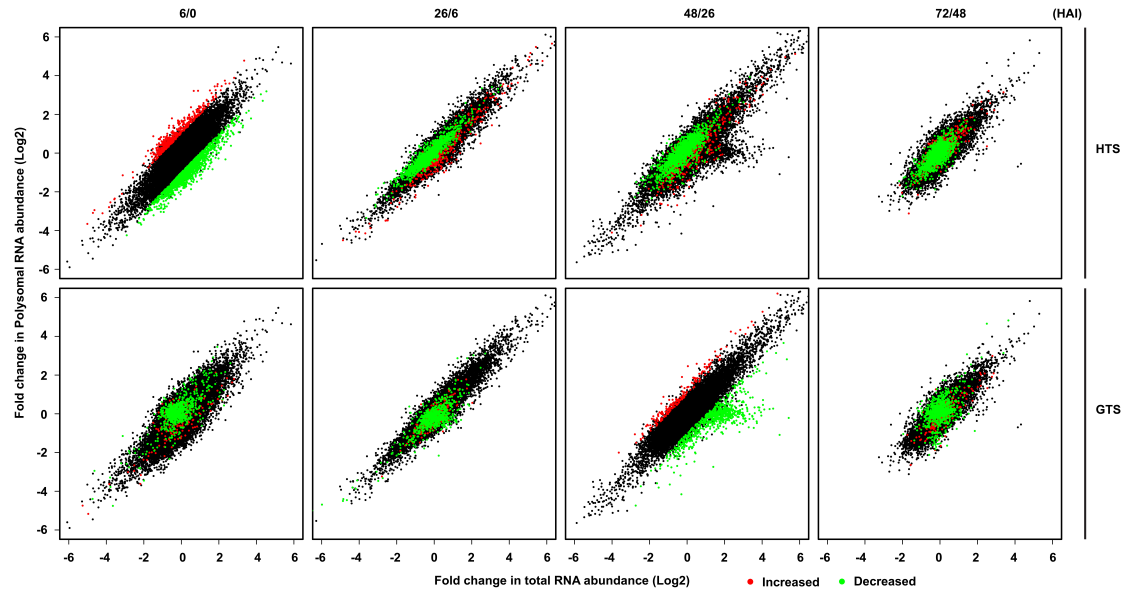

**Fig. S3. Arabidopsis seed to seedling transition is characterized by two translational shifts**

At large are the changes in the total mRNA and the polysomal mRNA correlated, with the exception of the genes affected by the two translational shifts indicated in colour. Genes identified with increased (red dots) or decreased (green dots) polysome occupancy are indicated for both the Hydration Translational Shift (HTS, upper panels) and the Germination Translational Shift (GTS, lower panels). The Log<sub>2</sub> fold change of total RNA (X-axis) and polysomal RNAs (Y-axis) in the consecutive stages following seed imbibition (the comparison of 6 to 0, 26 to 6, 48 to 26 and 72 to 48 hours) after the start of imbibition (HAI) are plotted (black).

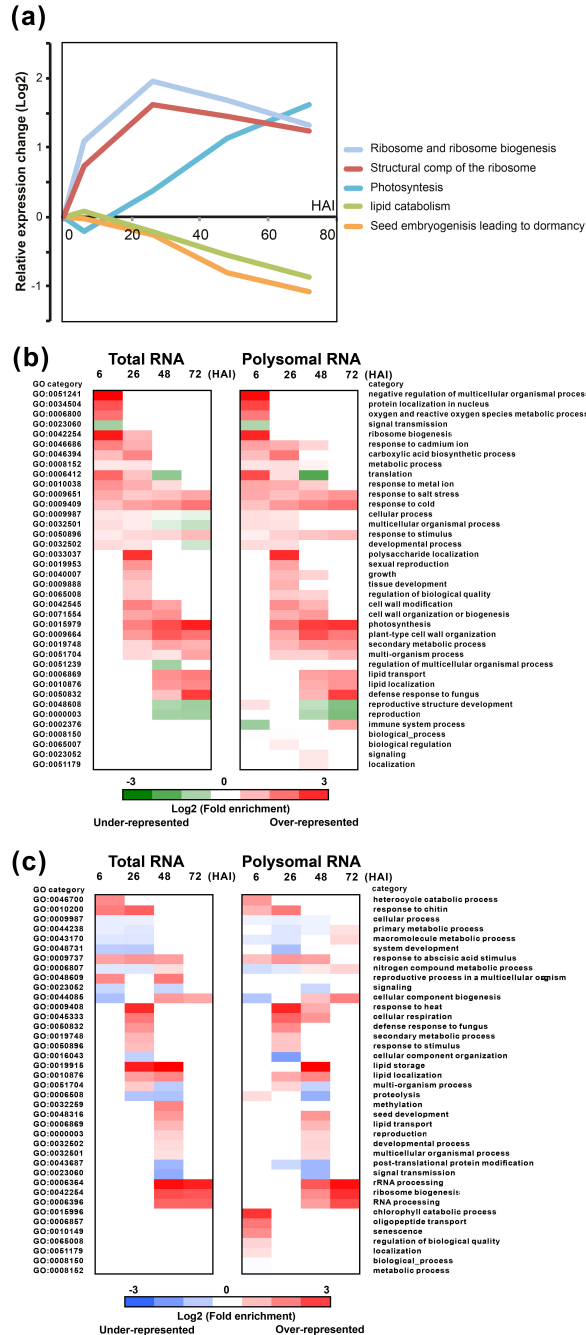

**Fig. S4. Temporal functional changes of total RNA and polysomal RNA during seed to seedling transition using over-representation analysis (ORA)**

(a) Relative expression change during seedling establishment of five general gene categories. The transcriptional changes of all genes belonging to the GO Category indicated were averaged and the expression value plotted is the log2 transformed compared to dry seeds at each time point. (b) The over- and under-represented gene categories of the up-regulated genes (red and green) and (c) down-regulated genes (red and blue) of the germination time course (the consecutive time points are compared) are identified in the total RNA and polysomal RNA changes by gene trails followed by REVIGO for redundancy reduction. Selected categories are summarized in the graphs, and the brightness of the red (over-represented genes) and green (b) and blue (c) (under-represented genes) shows the Log2 fold enrichment of respective category at each time point during germination.

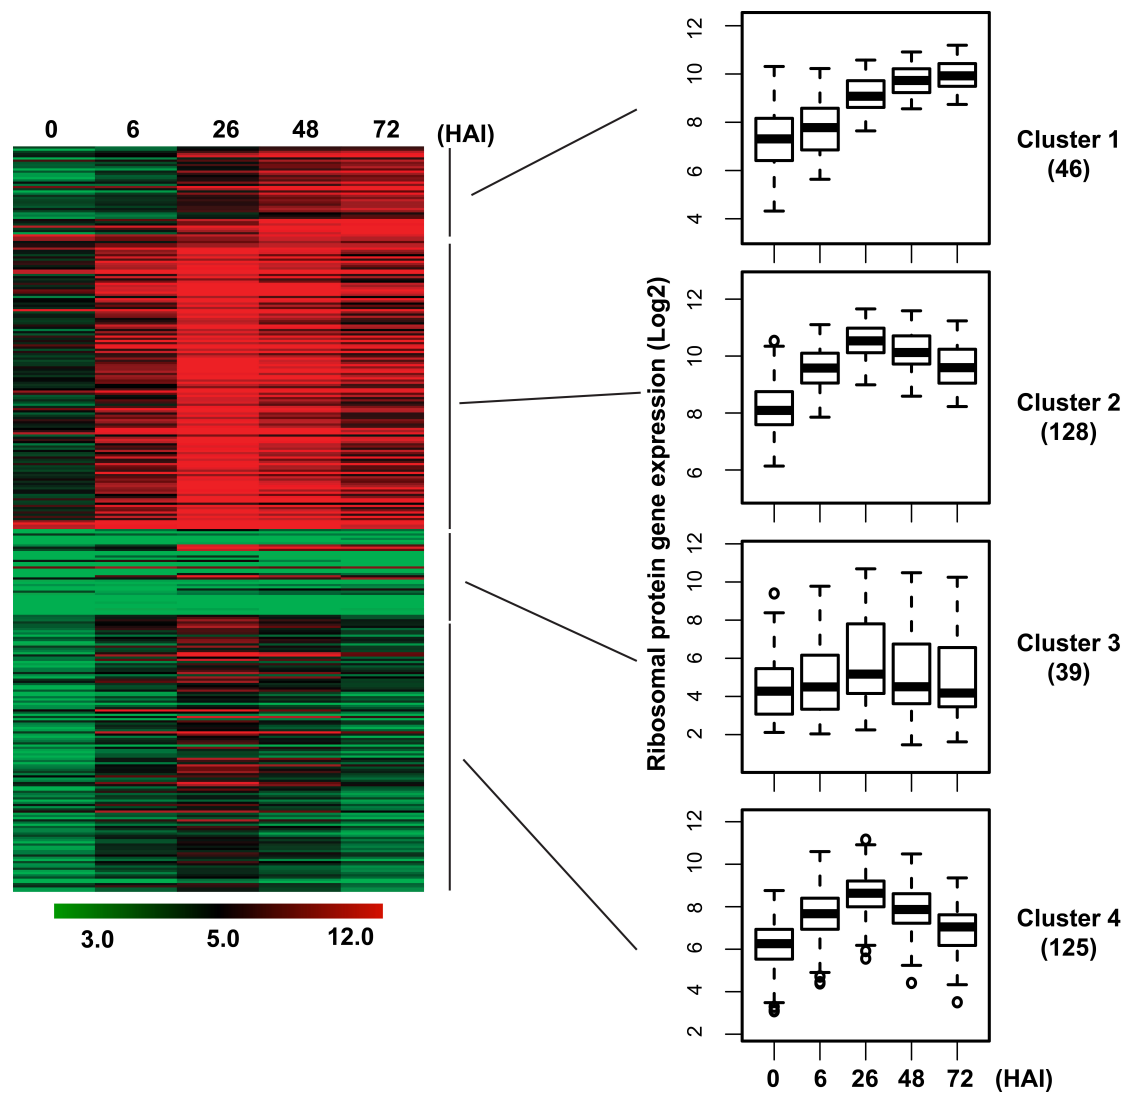

**Fig. S5 Ribosomal protein genes are differentially expressed during the seed to seedling transition**

Ribosomal genes (including nuclear encoded, chloroplastic and mitochondrial ribosomal proteins) detected during seed to seedling transition are clustered based on their transcriptional profile during seed germination. The heat-map indicate the expression level of the genes ordered according to the four clusters detected based on BIC (Bayesian information criterion) in a model based cluster analysis method (Lebret *et al.*, 2015). The boxplot indicates the average expression of each cluster during seed germination. The number of ribosomal protein genes of each cluster is indicated, within brackets) and provided in Table S1I.

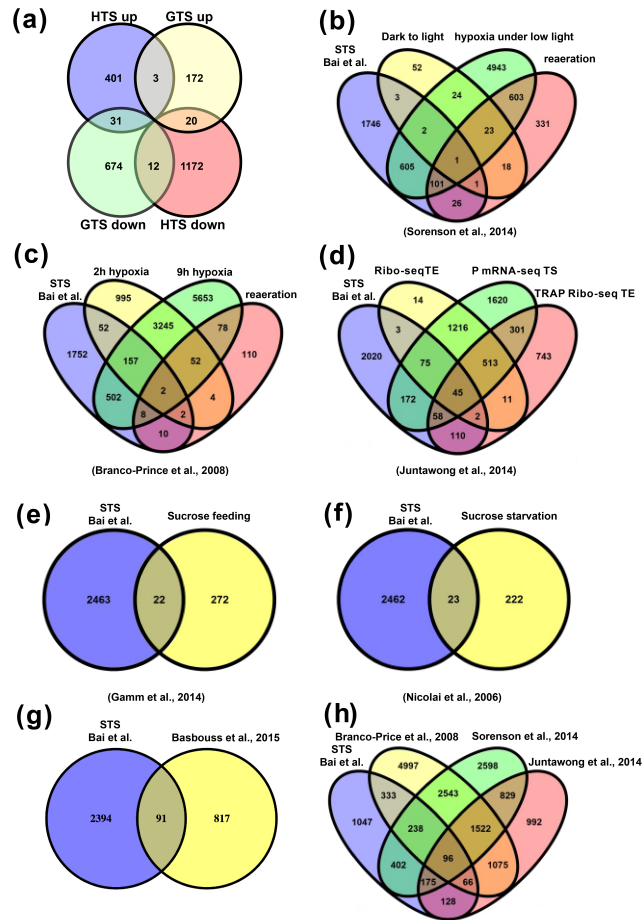

**Fig. S6. Dataset comparison of the translational shift genes during seed to seedling transition**

Two translational shifts (Hydration Translational Shift, HTS and Germination Translational Shift, GTS) during seed germination showed distinct translational selectivity. (b-g) Data set comparison for the gene between the seed translational shifts (HTS + GTS) from current research and genes under translational control in different environmental and developmental cues. (b) Seed Translational Shift (STS) in the current study (Bai et al.) compared with genes under translational control from dark to light (DL), treated with 2 h hypoxia under low light followed by 20 min reoeration as (Sorenson & Bailey-Serres, 2014). (c) STS compared with gene translational regulated under 2 h and 9 h oxygen and carbon dioxide deprivation and following 1 h re-aeration as (Branco-Price *et al.*, 2008) (d) STS compared with genes changed in translational efficiency evaluated by ribosome footprint (RF) sequencing (Ribo-seq TE) and translating ribosome affinity purification based RF sequencing (TRAP-Ribo-seq TE) and also genes changed in translational status evaluated by translation status defined by comparing polysomal mRNA to total mRNA abundance (P mRNA-seq TS) during 2h hypoxia as (Juntawong *et al.*, 2014) (e) STS compared with genes translationally regulated by sucrose feeding as (Gamm *et al.*, 2014) (f) STS compared with gene translationally affected by sucrose starvation of *Arabidopsis* cell culture as (Nicolai *et al.*, 2006). (g) The comparison of STS with genes changed in polysomal RNA abundance affected by seed dormancy during seed imbibition (Basbous-Serhal *et al.*, 2015) (Note the data from supplementary table is used, which is deviating from the numbers of regulated genes given in the text of the main manuscript). (h) The comparison between the STS in the current study with all three translationally regulated gene sets from (b), (c) and (d).

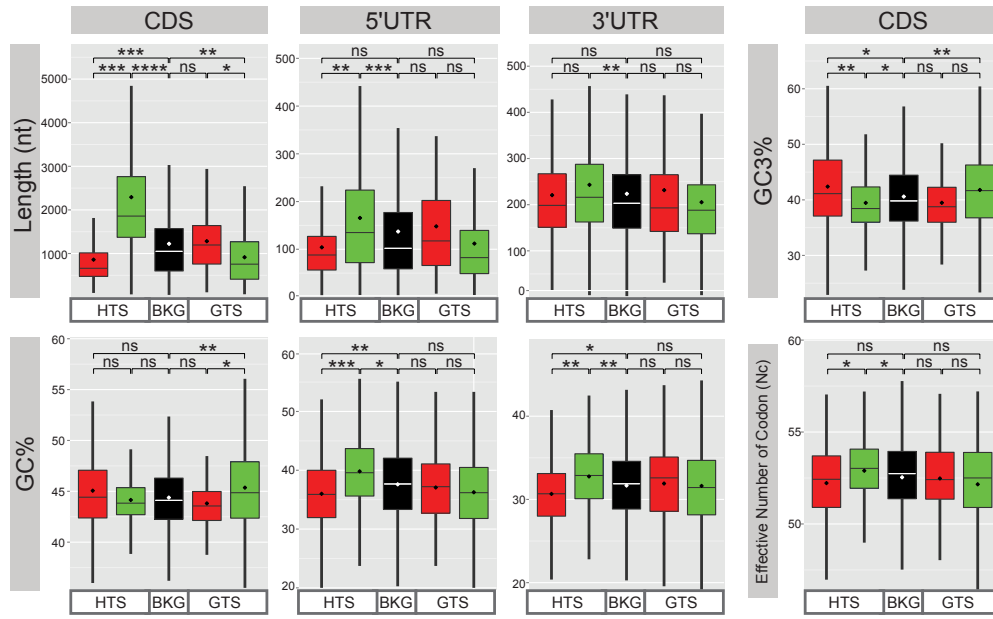

**Fig. S7. Comparison of sequence features between genes regulated at the Hydration and Germination Translational Shift and the background**

Length and GC content comparison across coding sequence (CDS), 5'UTR, 3'UTR (TAIR10) and GC3 content and codon bias (Nc) comparison across CDS of Hydration Translational Shift genes (HTS) and Germination Translational Shift genes (GTS) and microarray background (BKG). Colour scheme: microarray background (black), translationally up- (red) or down-regulated (blue) genes.  $P$ -value  $\leq E-5$  (\*),  $E-10$  (\*\*),  $\leq E-20$  (\*\*\*),  $\leq E-50$  (\*\*\*\*);  $p$ -values higher than  $E-5$  are considered not significant (ns).  $P$ -values refer to the difference in median, as calculated using a 1-tailed Wilcoxon test. Diamonds in the boxplots indicate the mean of the distribution; outliers (more than 1.5 IQR lower than the 1st or higher than the 3rd quartile) were excluded to improve the visualization of the results.

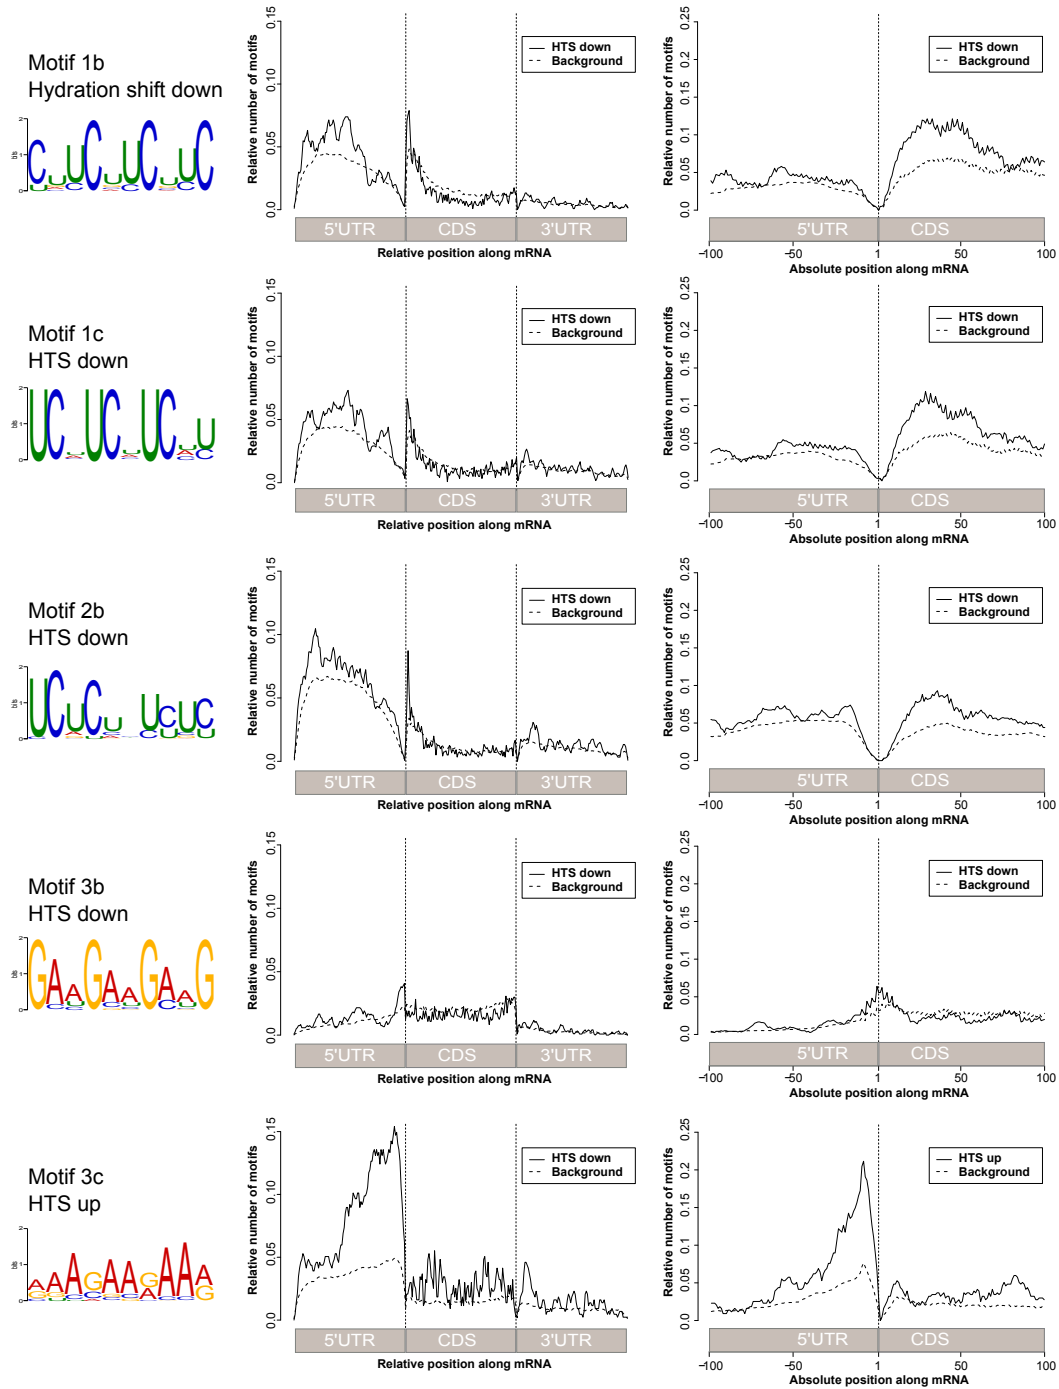

**Fig. S8. Spatial distribution of enriched motifs**

Three over-represented motifs of HTS repressed transcripts (motif 1b, 1c, 2b and 3b) and one over-represented motif of HTS enhanced transcripts (motif 3c), identified by motif finder MEME. The consensus sequences are illustrated and the relative number of motifs plotted along the 5'UTR, CDS and 3'UTR in both relative and absolute manners.

**Table S1. (Separate file)**

**a** qRT-PCR data for gene expression analysis and primer used. \*Spikein-normalized qPCR data for relative quantification of ribosomal RNAs in different organelles and primers used for ribosomal RNA quantification and poly (A) spikeins are listed.

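The copy of Table S1b used here holds the first 812 of the paper's 19781 genes, and 702 of them passed the noise filter on the deposited arrays. For each gene the table gives the paper's log2 fold change and adjusted p in total mRNA, polysomal mRNA and polysome occupancy for pairs of stages. Across the 702 genes, the log2 fold changes in polysome occupancy computed from the deposited arrays and those the paper reports had a Pearson's r of 0.994 between dry seeds and 6 HAI, 0.980 between 6 and 26 HAI, 0.991 between 26 and 48 HAI and 0.979 between 48 and 72 HAI. The median absolute difference between the pairs of values was 0.04 on the log2 scale in each of the 4 intervals.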

**b** Total gene set with fold change (FC, adjusted P-value,) for total RNA, polysomal RNA and translational efficiency changes across seed germination.

**c** Comparison of the transcriptional difference in the current data set and dataset from (Silva *et al.*, 2016) \*TR: Testa rupture; GC: Greening cotyledon; OC: Opening cotyledon

**d** Translational regulated genes during seed germination. \*Genes are listed as gene model, gene annotation, shift type during seed germination subgroup, Polysomal occupancy (PO), intensity, log2(fold change), adjusted p value and the indication of the significance.

**e** Dominant gene groups among the translational regulated shift genes.\*Genes are listed as gene model, gene annotation, shift type during seed germination subgroup, Polysomal occupancy (PO), intensity, log2(fold change), adjusted p value and the indication of the significance.

**f** Gene set enrichment analysis for the translational shift genes. \*GO-terms are listed by their shift type, GO term ID, GO description, significance of the enrichment, FDR, genes in each GO category.

**g** Sequence feature analysis for the translational shifts during seed germination

**h** Literature derived sequence feature analysis for the translational shifts during seed germination. \*The comparisons are made between the up- and down-regulated shifts as well as each shift to the background (BKG) respectively. The compared sequence features include the rate of decay (k decay), the 95% confidence interval for the rate of decay (k 97.5%, k 2.5%), the standard error for the rate of decay, the mRNA half-life (t1/2, hours), the t value associated with the regression fit (tValue), the probability associated with the t-value for the regression (Probt), the number of introns, the length and the AU% in the 3' UTR (3p\_), the coding sequence (cds\_), 5' UTR (5p\_) and the whole mRNA for each transcript (Narsai *et al.*, 2007). The column from left to right indicate the mean value of each compared group, p value for the t-test indicating the significance (p<0.05), t statistics and the confidence intervals.

**i** Ribosomal protein gene transcriptional profile during seed germination.

## References

- Basbous-Serhal I, Soubigou-Taconnat L, Bailly C, Leymarie J. 2015.** Germination Potential of Dormant and Nondormant Arabidopsis Seeds Is Driven by Distinct Recruitment of Messenger RNAs to Polysomes. *Plant Physiology* **168**: 1049–1065.
- Branco-Price C, Kaiser KA, Jang CJH, Larive CK, Bailey-Serres J. 2008.** Selective mRNA translation coordinates energetic and metabolic adjustments to cellular oxygen deprivation and reoxygenation in *Arabidopsis thaliana*. *The Plant Journal* **56**: 743–755.
- Gamm M, Peviani A, Honsel A, Snel B, Smeekens SCM, Hanson J. 2014.** Increased sucrose levels mediate selective mRNA translation in Arabidopsis. *BMC Plant Biol* **14**: 306.
- Juntawong P, Girke T, Bazin J, Bailey-Serres J. 2014.** Translational dynamics revealed by genome-wide profiling of ribosome footprints in Arabidopsis. *Proceedings of the National Academy of Sciences of the United States of America* **111**: E203–12.
- Lebre R, Iovleff S, Langrognet F, Biernacki C, Celeux G, Govaert G. 2015.** Rmixmod: The R Package of the Model-Based Unsupervised, Supervised, and Semi-Supervised Classification Mixmod Library. *Journal of Statistical Software* **67**(6): 1-29.
- Narsai R, Howell KA, Millar AH, O'Toole N, Small I, Whelan J. 2007.** Genome-wide analysis of mRNA decay rates and their determinants in *Arabidopsis thaliana*. *Plant Cell* **19**: 3418–3436.
- Nicolai M, Roncato MA, Canoy AS, Rouquie D, Sarda X, Freyssinet G, Robaglia C. 2006.** Large-scale analysis of mRNA translation states during sucrose starvation in arabidopsis cells identifies cell proliferation and chromatin structure as targets of translational control. *Plant Physiology* **141**: 663–673.
- Silva AT, Ribone PA, Chan RL, Ligterink W, Hilhorst HWM. 2016.** A Predictive Coexpression Network Identifies Novel Genes Controlling the Seed-to-Seedling Phase Transition in *Arabidopsis thaliana*. *Plant Physiology* **170**: 2218–2231.
- Sorenson R, Bailey-Serres J. 2014.** Selective mRNA sequestration by OLIGOURIDYLATE-BINDING PROTEIN 1 contributes to translational control during hypoxia in Arabidopsis. *Proceedings of the National Academy of Sciences of the United States of America* **111**: 2373–2378.

How the deposited data were processed for this re-analysis (not part of the article)

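The data are 30 Affymetrix Arabidopsis Gene 1.1 ST arrays, with 3 replicates of total mRNA and 3 of polysomal mRNA from Arabidopsis Col-0 at 5 time points, namely dry seeds and 6, 26, 48 and 72 HAI. Each array was assigned to its RNA fraction, time point and replicate number from the label of the deposited sample. The labels describe a randomized block design for the growth of the seeds but do not tie the blocks to the arrays, and they give total RNA as the molecule of the polysomal arrays as well. The methods name the 3′ IVT Express kit, and the labels name whole-transcript kits. Which kit was used was not settled here.

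The values used are on the log2 scale, as deposited by the authors, who computed them by RMA (background correction, quantile normalization between the arrays at the probe level and summarization to one signal per gene) with the Brainarray definition of probe sets. The table holds 27827 genes. It includes values below the noise level of 4, no array repeats another, and 0 further columns per sample were left unused. An array has no sequencing depth. Its precision is limited by the number of replicates and by the signal over the background, and levels below 4 on the log2 scale were treated as noise. Because the arrays were normalized to each other, changes are relative to the other genes.

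The analysis was done in R 4.3.3 with limma 3.58.1, and the figures were drawn with matplotlib 3.10.9. A gene was tested if its level was above 4 in all 3 replicates of at least one of the 10 groups, which left 17061 genes. A linear model with one mean per group was fitted to the 30 arrays, followed by empirical Bayes moderation. Total and polysomal mRNA were compared between consecutive time points and with dry seeds. Polysome occupancy was defined as polysomal minus total mRNA on the log2 scale, and its change between consecutive time points was tested as a contrast of 4 groups. Each comparison used a Benjamini-Hochberg adjustment over the genes tested, and a gene was called at an adjusted p below 0.05 and a log2 fold change above 1 in size. A shift gene was placed in a subgroup by the calls of its total and polysomal mRNA over the same interval. Overlaps between lists were tested with Fisher's exact test against the genes tested, which treats the genes as independent. Correlations are Pearson's r, and principal components were computed from gene values centred but not scaled.

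The comparisons, the tests, the rule for naming genes and the alternatives were written down before the data were examined. The genes named are those the results text names, the 16 genes of Table S1a, and in each of the 4 lists of shift genes the 3 with the largest change in polysome occupancy among those called whose replicate differences between polysomal and total mRNA did not overlap between the 2 time points. With 3 replicates against 3, chance alone keeps 10% of genes without overlap. Other genes are named only where the text says so. Gene symbols came from the RefSeq gene table for the assembly TAIR10.1, in which 27241 of the 27827 genes were found by locus, 16839 of them among the genes tested. No coordinates were used.

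The fit was tested on simulated data with 200 of the 17061 genes changed by 2 on the log2 scale. For polysome occupancy it recovered 90.5%, 91.5%, 91.5% and 94% of the changed genes in the 4 intervals and called 8, 8, 3 and 9 unchanged genes. Changes smaller than 2 were not simulated.

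The alternatives tried were no noise filter, a level above 4 in at least one array, a level above 5 in all replicates of a group, equal array medians, a further quantile normalization of the gene values, a fit of the compared groups alone, the replicate number as a covariate or paired within a time point, an intensity trend with robust moderation, array quality weights, limma's treat against a 2-fold change, adjustment over the 4 comparisons together, no adjustment, genes scaled to unit variance for the principal components, and leaving out each array or each replicate number. A count of the overlaps among the 12471 genes with a level above 4 in all replicates of a group of each interval was added after the results were seen. The closing section gives their effect.

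Sequence features, upstream open reading frames and sequence motifs were not analysed here, since this needs the genome sequence, which was not used here. Gene ontology terms, the overlaps with published gene lists and the gene groups compared by the authors were not analysed here either. Of the authors' table of fold changes, the first 812 of 19781 genes were used.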

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

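For the result below, the tests of scaling and of single arrays were chosen before it was seen, and the test of the recovery of mitochondria was chosen after.

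The polysome occupancy of the 92 tested genes of the mitochondrial genome, which are not among the genes the paper discusses, fell steadily, with means of 0.04 in dry seeds, −0.57 at 6 HAI, −0.71 at 26 HAI, −1.15 at 48 HAI and −1.74 at 72 HAI. The change from dry seeds to 72 HAI was −1.77 on average, and 84 of the 92 genes fell. Over the same time the mean change of the 16954 nuclear genes was −0.11. The mean level of the mitochondrial genes in total mRNA was 7.41 ± 0.06 (SD, n = 3) in dry seeds, 7.78 ± 0.12 at 6 HAI, 8.24 ± 0.19 at 26 HAI, 8.95 ± 0.06 at 48 HAI and 8.64 ± 0.14 at 72 HAI. In polysomal mRNA it was 7.45 ± 0.05, 7.21 ± 0.12, 7.53 ± 0.10, 7.802 ± 0.17 and 6.90 ± 0.19. At 26 and 48 HAI polysomal mRNA was above its level in dry seeds, so the lower polysome occupancy at these time points goes with the rise in total mRNA. Between dry seeds and 6 HAI and between 48 and 72 HAI polysomal mRNA fell. These genes supply 21 of the 1203 HTS down genes and 22 of the 563 GTS down genes.

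Scaling between arrays and single arrays do not account for the fall. With the array medians set equal the mean change was −1.69. With one array of dry seeds or 72 HAI left out it lay between −1.86 and −1.66. The polysomal signal of these genes could come from mitochondria or their ribosomes carried into the gradient. Polysomal mRNA of these genes changed by −0.54 from dry seeds to 72 HAI. A falling share of mitochondrial material recovered in the polysome fractions and a falling share of mitochondrial mRNA on ribosomes would both keep polysomal mRNA behind total mRNA, so the 2 cannot be told apart on these arrays. The paper measured rRNA in total extracts and polysome fractions by qRT-PCR with spike-in standards. In its Table S1a the paper's ratio of polysomal to total rRNA goes from 0.344 in dry seeds to 3.57 at 72 HAI for mitochondrial and from 0.252 to 5.48 for cytosolic rRNA. Taken relative to cytosolic rRNA, the paper's values for mitochondrial rRNA changed by −1.34, −1.88, −1.02 and −1.07 on the log2 scale from dry seeds to 6, 26, 48 and 72 HAI. A polysomal part cannot exceed the total, so the ratios of 3.57 and 5.48 are not shares of rRNA recovered. The paper's values are also single ones without an error, and they leave both explanations open. Probes shared with copies of mitochondrial sequence in the nucleus were not examined, and neither was the labelling of mitochondrial RNA by the kit used. A biological explanation, in which mitochondrial mRNA accumulates between dry seeds and seedlings faster than it is translated, also stays open and was not tested.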

How the results depend on the processing

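The alternatives below were chosen before the results were seen, except the count of shared genes among those above the noise level in both intervals, which was chosen after. The cause of a change was not tested unless the text names it.

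For the genes named by the rule set in advance, no alternative reversed a change, and 673 values kept their direction and their call. The 24 that did not were all under limma's treat, which tests against a 2-fold change instead of no change. Genes named for other reasons were not followed one by one. Of the 4 genes down in polysome occupancy between 6 and 26 HAI, 0 were called under treat or when only the arrays compared were fitted, 2 with the block of time point and number, 3 with quantile normalization, 1 without replicate 1 of polysomal mRNA at 6 HAI, 2 without replicate 2 at 26 HAI, and 3 without replicate 3 of polysomal mRNA at 6 HAI, replicate 1 or 3 of polysomal mRNA at 26 HAI, or replicate 1 or 3 of total mRNA at 6 HAI. All 4 were called in the other cases. For the other results, 606 values stayed within the limits set (1.5 times for counts, the spread between replicates otherwise) and 141 did not.

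Under treat, the number of genes with changed polysome occupancy fell from 371 up and 1203 down to 0 and 0 between dry seeds and 6 HAI, from 4 down to 0 between 6 and 26 HAI, from 187 up and 563 down to 0 and 60 between 26 and 48 HAI, and from 11 up and 24 down to 0 and 0 between 48 and 72 HAI. The overlaps of 6, 30, 25 and 11 genes between the shift lists became 0. Treat asks more of each gene by construction. Among the 12471 genes above the noise level in both intervals the overlaps were 0, 21, 23 and 11, with fewer genes counted by construction. At an unadjusted p below 0.05 and without treat, the counts were 68 up and 147 down between 6 and 26 HAI, 298 up between 26 and 48 HAI, and 118 up and 213 down between 48 and 72 HAI. Adjusting over the 4 comparisons together gave 22 up and 47 down between 6 and 26 HAI and 43 up and 101 down between 48 and 72 HAI, since the comparisons with many changes then lower the adjusted p of the others.

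Without the noise filter, which adds genes to the test, 1 gene was up and 10 were down between 48 and 72 HAI, GTS down T+ rose from 316 to 517 and the overlap of HTS down with GTS down fell from 11 to 6. The correlations of total and polysomal changes fell from 0.833, 0.948, 0.883 and 0.839 to 0.776, 0.917, 0.838 and 0.776, and the first 2 components went from 63.3% and 18.0% to 58.8% and 17.4% over all arrays and from 34.6% and 17.7% to 31.04% and 15.2% for polysome occupancy. With genes scaled to unit variance they were 46.2% and 22.2%, and 23.0% and 19.6%. A level above 4 in at least one array gave 6 genes up between 48 and 72 HAI. A level above 5 in all replicates of a group, which tests 14328 genes, gave 1 up between 6 and 26 HAI and 362 down between 26 and 48 HAI.

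Setting the array medians equal shifted the change of all genes by up to −0.53, in total mRNA from dry seeds to 72 HAI. The medians are over all 27827 genes and lie near the noise level, between 3.53 and 4.15, so they rest in part on genes that were not tested. It gave 2 genes up in polysome occupancy between 6 and 26 HAI. In that interval 3139 genes (from 1734) were down in total and 2797 (from 1667) in polysomal mRNA. The GTS up P+ genes rose from 32 to 50, the GTS up T− genes from 59 to 89. The GTS up T−/P− genes rose from 8 to 15. Setting the medians equal also left 20 (from 38) ribosomal protein genes up between 6 and 26 HAI. It moved the share of upregulated genes among those called between 6 and 26 HAI from 60.4% to 37.2% in total mRNA (1860 up, 3139 down), from 60.1% to 39.5% in polysomal mRNA (1828 up, 2797 down) and from 0% to 33.3% in polysome occupancy (2 up, 4 down). Between 26 and 48 HAI it moved the share in total mRNA from 50.6% to 39.8% (2246 up, 3400 down). Against dry seeds the share at 26, 48 and 72 HAI went from 60.5%, 57.1% and 54.9% to 47.5%, 42.1% and 39.2% in total mRNA and from 54.8%, 52.4% and 49.3% to 43.7%, 40.9% and 37.4% in polysomal mRNA. In total mRNA between 48 and 72 HAI the share went from 55.2% to 49.8% (1042 up, 1049 down). With equal medians the majority of the called genes thus changed from up to down in these comparisons, apart from polysomal mRNA at 72 HAI and polysome occupancy, where most were down in either case. A further quantile normalization left most of the called genes up in the comparisons that changed, with 56.7%, 50.5% and 54.4% in total mRNA between 6 and 26, 26 and 48, and 48 and 72 HAI, 57.3% in polysomal mRNA between 6 and 26 HAI, and against dry seeds 54.6%, 52.7% and 50.7% in total mRNA at 26, 48 and 72 HAI and 52.5% and 51.4% in polysomal mRNA at 26 and 48 HAI. It gave 723 down between dry seeds and 6 HAI, with 33.9% of the called genes up instead of 23.6%, and 39 down between 48 and 72 HAI.

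Array quality weights gave 25 up and 57 down between 6 and 26 HAI, 301 up between 26 and 48 HAI, and 2 up and 6 down between 48 and 72 HAI. The intensity trend gave 7 up between 48 and 72 HAI. Fitting only the arrays compared, with fewer arrays to estimate the spread, gave 0 down between 6 and 26 HAI and 0 up and 0 down between 48 and 72 HAI.

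The labels do not say whether arrays of total and polysomal mRNA with the same number share an extract. Correlations of their residuals over the 15 pairs lay between −0.0016 and 0.201, with 2 above 0.1, so the numbers were taken as shared labels only. With the replicate number as a covariate the counts were 381 up and 1219 down, 0 and 4, 193 and 576, and 7 and 22 in the 4 intervals, and with a block of time point and number 390 and 1241, 3 and 4, 198 and 592, and 13 and 28.

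Leaving out each array in turn gave 264 to 432 genes up and 998 to 1340 down between dry seeds and 6 HAI, 0 to 1 up and 2 to 8 down between 6 and 26 HAI, 120 to 203 up and 413 to 590 down between 26 and 48 HAI, and 0 to 20 up and 1 to 50 down between 48 and 72 HAI. The counts moved by more than 1.5 times between 6 and 26 HAI without replicate 3 of total mRNA at 26 HAI (8 down), replicate 1 of polysomal mRNA at 6 HAI or replicate 2 at 26 HAI (2 down each), and without replicate 1 of total mRNA at 26 HAI or replicate 2 or 3 at 6 HAI (1 up each). Between 26 and 48 HAI this held without replicate 3 of total mRNA at 26 HAI (120 up). Between 48 and 72 HAI it held for total mRNA at 48 HAI without replicate 1 (4 up, 8 down), 2 (39 down) or 3 (0 up, 1 down), total mRNA at 72 HAI without replicate 1 (1 up, 12 down), 2 (0 up, 3 down) or 3 (6 up), polysomal mRNA at 48 HAI without replicate 1 (1 up, 3 down) or 2 (14 down), and polysomal mRNA at 72 HAI without replicate 2 (20 up, 50 down) or 3 (4 up). Every array of this interval except replicate 3 of polysomal mRNA at 48 HAI and replicate 1 at 72 HAI is in this list.

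Leaving out a replicate number throughout, which leaves 2 arrays per group, gave correlations of 0.806 to 0.823, 0.931 to 0.936, 0.866 to 0.876 and 0.790 to 0.812. It gave 240 to 433 HTS down P− genes (320 without replicate 2), 9 to 19 GTS up P+ genes (13 without replicate 2), 138 to 255 GTS down T+ genes (164 without replicate 3), 44 to 72 GTS down P− genes (57 without replicate 2), and 0 to 1 ribosomal protein genes up between 26 and 48 HAI (1 without replicate 2). The additive genes went from 120 to between 34 and 79 in HTS up, from 332 to between 131 and 245 in HTS down, from 53 to between 14 and 22 in GTS up and from 56 to between 10 and 17 in GTS down, and the GTS up T+/P+ genes from 35 to between 7 and 8.

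The alternatives for sequence features, upstream open reading frames and motifs were not run, because the analyses they belong to were not made here. Signal over background limits the low values. The noise filter kept 17061 of the 27827 genes, and 226 of the 563 GTS down genes have group means below 4 except in total mRNA at 48 or 72 HAI, so the size of their change is set in part by the background.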

Differences from the paper's values

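The results below were computed in the way set before the data were examined, except that the sum of the paper's subgroups in Fig. 3 and the overlap among genes above the noise level in both intervals were examined after the differences or results were seen. The paper's values in this part were read by eye from its figures.

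Between 6 and 26 HAI, the paper shows about 1 gene upregulated in polysome occupancy (Fig. 2b, read by eye), against 0 here. Of the alternatives set before the data were examined, the level above 5 in all replicates of a group gave 1, as did leaving out replicate 1 of total mRNA at 26 HAI or replicate 2 or 3 of total mRNA at 6 HAI. The equal array medians (2), the block of time point and number (3), adjustment over the 4 comparisons together (22), array quality weights (25) and the unadjusted p (68) stayed different, and the other alternatives gave 0.

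Between 48 and 72 HAI, the paper shows about 6 genes up and about 12 down (Fig. 2b, read by eye), against 11 and 24 here. For the upregulated genes the difference was within 1.5 times with a level above 4 in at least one array (6), a level above 5 (8), the replicate number as a covariate (7), the intensity trend (7), and without replicate 1 (4) or 2 (9) of total mRNA at 48 HAI, replicate 3 of total mRNA at 72 HAI (6), replicate 2 (8) or 3 (9) of polysomal mRNA at 48 HAI or replicate 3 of polysomal mRNA at 72 HAI (4). For the downregulated genes it was so with no filter (10), a level above 4 in at least one array (18), and without replicate 1 of total mRNA at 48 HAI (8), replicate 1 (12) or 3 (16) of total mRNA at 72 HAI, replicate 2 of polysomal mRNA at 48 HAI (14) or replicate 3 of polysomal mRNA at 72 HAI (18). The other alternatives stayed different.

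The paper shows about 3 genes in both HTS up and GTS up (Fig. S6a, read by eye), against 6 here. None of the alternatives came within 1.5 times of the paper's number, with 5 for no filter, 7 for the block of time point and number and 0 for limma's treat. Counting only genes above the noise level in both intervals, chosen after the results were seen, gave 0.

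Among the HTS up genes, the paper shows about 84 T− genes (Fig. 3, read by eye), against 53 here. With no filter the number was 110, which is within 1.5 times, and the other alternatives stayed different. Among the HTS down genes, the paper shows about 150 that increased in both fractions (Fig. 3, read by eye), against 47 here, and about 2 that increased in total and decreased in polysomal mRNA (Fig. 3, read by eye), against 4 here. No alternative brought either within 1.5 times. The paper's HTS down subgroups in this figure add up to about 1300 (Fig. 3, read by eye), more than the 1204 genes the paper states for the list, while those of the other 3 lists add up to its totals within the reading. The other HTS down subgroups and the stated total leave about 48 genes (Fig. 3, read by eye) for those increased in both fractions, against 47 here, so the difference of about 150 (Fig. 3) from 47 rests on a number that the paper's own total cannot hold.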

Other observations

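For the observations below, the tests of a single array, of neighbouring loci and of genomic DNA and the count of splits of the differences between polysomal and total mRNA were chosen after the results were seen, and the test of scaling and the other counts of splits were chosen before.

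Of the 563 GTS down genes, 226 (40.1%) had group means below the noise level of 4 in all groups except total mRNA at 48 or 72 HAI. Their median level in total mRNA was 2.59 at 26 HAI, 4.73 at 48 HAI and 4.88 at 72 HAI, and in polysomal mRNA 2.22, 2.23 and 2.38. For 221 of them total mRNA was called upregulated between 26 and 48 HAI, so that they make up most of the 316 T+ genes of GTS down. The fall in polysome occupancy of these genes is a rise in total mRNA that is not seen in polysomal mRNA.

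A single total mRNA array at 48 HAI, the scaling and genomic DNA that raises all loci alike do not account for this. The other arrays of the comparison were not left out in turn for these genes. With one of the total mRNA arrays at 48 HAI left out, between 192 and 208 of the 226 genes were still called, and with the array medians set equal 219 were. The genes lie close together in locus order more often than random draws of low genes. In locus order among the 10645 genes with such low means elsewhere, 15 pairs were neighbours, covering 28 genes, while 10000 random draws of as many genes gave a median of 5 pairs and at most 15 (permutation test, p = 2e-04). Other loci can lie between such neighbours, so adjacency in the genome was not tested. The draws also included genes that failed the noise filter and could not have been called. A block of nearby loci stays a candidate explanation for a part of the genes. Transcription running from one locus into the next and genes regulated together would be examples, and neither was tested. The larger part has no such neighbour. Genomic DNA in the total mRNA at 48 HAI would raise genes of the same low level alike, and normalization of an array would keep them alike. The 226 genes changed by a median of 2.16 between 26 and 48 HAI. Over all 3019 genes with such low means whose level in total mRNA at 26 HAI lay between the quartiles of the 226 (2.19 and 2.92), 112 of the 226 among them, the median change was 0.12 and the upper quartile 0.62. Genomic DNA from loci present in many copies and probes that respond unequally to it were not examined. That these are transcripts made at 48 HAI that do not enter polysomes is an untested biological explanation that also stays open.

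The number of genes called was counted again for other splits of the same arrays into groups of the same size. For polysome occupancy, total mRNA and polysomal mRNA were each regrouped within their fraction, and 100 of the 200 splits were drawn, with the real one among them. In the 4 intervals, 13, 12, 16 and 19 of the 100 gave as many genes as the real split (1574, 4, 750 and 35), so chance is not excluded by this count. All splits that reached the real number, other than the real one, kept at least one fraction grouped by time, so that a change over time in that fraction alone appeared as a change in polysome occupancy. Of the 81, 80, 79 and 76 drawn splits that kept neither fraction by time, 0 reached it, and the largest gave 1, 1, 0 and 33 genes. Splitting the 6 differences between polysomal and total mRNA arrays of the same number instead gave 1631, 7, 790 and 41 genes for the real split and at most 1, 0, 0 and 3 for the others. The real split was the 1 of 10 with as many genes in each interval. With 10 splits the share cannot be under 0.1, so this count cannot exclude chance either.

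For each of the 14 comparisons within total mRNA or within polysomal mRNA, the real split was also the 1 of 10 with as many genes, and chance cannot be excluded by a count of 10. The most genes that another split gave was 78, in polysomal mRNA between 48 and 72 HAI, where the real split gave 2366.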
